# The Development of Mechanical Allodynia in Diabetic Rats Revealed by Single-Cell RNA-Seq

**DOI:** 10.3389/fnmol.2022.856299

**Published:** 2022-05-20

**Authors:** Han Zhou, Xiaosheng Yang, Chenlong Liao, Hongjin Chen, Yiwei Wu, Binran Xie, Fukai Ma, WenChuan Zhang

**Keywords:** mechanical allodynia, neuropathic pain, painful diabetic peripheral neuropathy, somatosensory neurons, single-cell RNA sequencing

## Abstract

Mechanical allodynia (MA) is the main reason that patients with diabetic peripheral neuropathy (DPN) seek medical advice. It severely debilitates the quality of life. Investigating hyperglycemia-induced changes in neural transcription could provide fundamental insights into the complex pathogenesis of painful DPN (PDPN). Gene expression profiles of physiological dorsal root ganglia (DRG) have been studied. However, the transcriptomic changes in DRG neurons in PDPN remain largely unexplored. In this study, by single-cell RNA sequencing on dissociated rat DRG, we identified five physiological neuron types and a novel neuron type MAAC (*Fxyd7*^+^*/Atp1b1*^+^) in PDPN. The novel neuron type originated from peptidergic neuron cluster and was characterized by highly expressing genes related to neurofilament and cytoskeleton. Based on the inferred gene regulatory networks, we found that activated transcription factors *Hobx7* and *Larp1* in MAAC could enhance *Atp1b1* expression. Moreover, we constructed the cellular communication network of MAAC and revealed its receptor-ligand pairs for transmitting signals with other cells. Our molecular investigation at single-cell resolution advances the understanding of the dynamic peripheral neuron changes and underlying molecular mechanisms during the development of PDPN.

## Introduction

Diabetic peripheral neuropathy (DPN) is a common complication of diabetes with variable clinical presentations. Patients can suffer from a painless syndrome with loss of sense of touch and temperature, or neuropathic pain manifested by mechanical allodynia (MA) (Berti-Mattera et al., 2008). The latter is the main reason for patients to seek medical advice as it severely debilitates patients' life quality (Quattrini and Tesfaye, 2003). The pathogenesis of painful DPN (PDPN) is complex. Diabetes can lead to multiple damage to the peripheral nervous system, including abnormal activation of multiple metabolic pathways and imbalance of mitochondrial redox state (Feldman et al., 2017). In addition, nerve swelling caused by metabolic disturbances can result in nerve compression injury (Best et al., 2019). In the central nervous system, neuroplastic changes that involve the spinal cord and thalamus were observed in patients or experimental models (Selvarajah et al., 2014; Marshall et al., 2017). The dorsal root ganglia (DRG) contains most of cell bodies of primary sensory neurons, which transmits sensory neural signals through the peripheral nerves to the central nervous system (Maatuf et al., 2019). Due to exposure outside the blood-brain barrier, DRG is particularly vulnerable in diabetes and could be an important trigger for neuropathic pain (Sloan et al., 2018). Overall, the diversity of mechanisms determines that PDPN is difficult to cure. Current first-line treatment for PDPN is nonspecific, and serious adverse effects limit their clinical use (Todorovic, 2015; Snyder et al., 2016). Hence, deeper knowledge in molecular and cellular mechanisms of PDPN is urgently needed to provide a basis for pharmaceutical development.

Single-cell RNA sequencing (scRNA-seq) has progressed at a rapid pace for its advantages in determining tissue heterogeneity and identifying novel cell types (Rodriguez-Meira et al., 2019). Previous transcriptomic studies characterized changes that could contribute to PDPN or DPN in DRG or sural nerves (Hur et al., 2011, 2016; Yamazaki et al., 2013; Guo et al., 2020). These sequenced RNA samples were from whole tissue that inevitably contained mixed cell types. Meanwhile, the “average” gene expression profiles could possibly lead to the confounding interpretation of the results. The difference is that scRNA-seq can sequence thousands of cells in an unbiased manner to uncover both known and novel cell types. We can simultaneously classify and analyze numerous DRG neuron types to know which one is most associated with PDPN. Furthermore, thousands of cell sequencing data would help to investigate whether and how the dynamic DRG neuron type changes in response to hyperglycemia. In the current study, we performed scRNA-seq on rat DRG from PDPN models induced by streptozotocin (STZ) injection (Morrow, 2004). Our work established an unbiased classification of rat DRG neuronal types and identified a novel neuron type MAAC. MAAC was marked by Na, K -ATPase (NKA)-related genes *Fxyd7*, and *Atp1b1*. Compared with other neurons, MAAC was characterized by highly expressing genes related to neurofilaments and cytoskeletons. We inferred that it was derived from peptidergic neurons based on correlation analysis and used pseudo-time analysis to identify the gene expression kinetics in neuron type transitions. Furthermore, we studied the transcriptional regulatory networks and communication networks of MAAC. Our results provide comprehensive landscape to uncover the alteration of genes, cell types, and intercellular communication. These results advance our understanding of neuropathic pain in diabetes and provide a basis for the development of pain therapy.

## Materials and Methods

### Rat

All animal studies were approved by the Shanghai Jiao Tong University Animal Care and Use Committee and conducted in accordance with the animal policies of the Shanghai Jiao Tong University and the guidelines established by the National Health and Family Planning Commission of China. Sprague Dawley rats were obtained from Shanghai Lab Animal Research Center. Rats were housed in specific pathogen-free conditions with free access to water and rat chow.

### Diabetes

To induce diabetes, male Sprague-Dawley rats (200–220 g) were injected intraperitoneally with 60 mg/kg STZ (Solarbio, China) dissolved in 1% citrate buffer (pH = 4.5). The control group received equal volumes of the vehicle. Three days after the injections, the glucose concentration was measured in tail vein blood samples using a blood glucose meter (Bayer HealthCare, USA). Only rats with the glucose concentration higher than 11.1 mmol/l were considered diabetic (Dominguez et al., 2015). All the animals were weekly weighed and daily observed during the study.

### Mechanical Allodynia

Mechanical nociception was weekly evaluated using the von Frey filaments (North Coast, USA). Rats were separately placed in transparent plexiglass chambers on an elevated metal grid floor with 1 cm holes and probed from below. After a 15-min adaptation period, the hind paws were stimulated with varying forces (in this case 1.4, 2, 4, 6, 8, 10, 15, and 26 grams-force). Every stimulation delivered a constant pre-determined force for 5 s, and the interval of every stimulation was 15 s. The depression in the center of the rats' paws was accurately stimulated. Sensation in this area is within the innervation range of the tibial nerve, of which most fibers originate from L5 DRG in rats (Rigaud et al., 2008; Laedermann et al., 2014). The 50% paw withdrawal threshold (PWT) was determined by the up–down method of Chaplan et al. (1994). The experiment begins by testing the response to the 6 g filament. If a positive response occurred, the next filament with a lower force was applied. Conversely, if a negative response occurred, the next filament with a higher force was applied. This continues until at least four readings are obtained after different reactions appear for the first time. If the force to be used is higher than 15 g or lower than 1.4 g, the threshold on this side is directly recorded as 15 g or 1.4 g, respectively (Deuis et al., 2017). Finally, diabetic rats were divided into groups on day 28 after STZ injection. Diabetic rats with the PWT ≤ 8 g were considered to develop MA. Rats with the PWT ≥ 15 g were selected into the group without MA, and other diabetic rats were excluded from subsequent experiments.

### Tissue Dissociation and Cell Purification

In total, 24 rats (eight in each group) were sacrificed 28 days after STZ injection. Among these animals, two control group rats, four diabetic rats with MA, and two diabetic rats without MA were used for scRNA-seq. DRGs, dissected from rats of the abovementioned groups, were washed with Hanks Balanced Salt Solution (HBSS; Sigma-Aldrich, USA) three times. Then, the tissue pieces were transferred into a 15 ml centrifuge tube and digested with 2 ml GEXSCOPE^TM^ Tissue Dissociation Solution (Singleron, China) at 37°C for 15 min under sustained agitation. After digestion, the samples were filtered using 40 μm sterile strainers and centrifuged at 1,000 rpm for 5 min. The supernatant was discarded and the sediment was resuspended in 1 ml phosphate-buffered saline (PBS; HyClone, USA). Two milliliters of GEXSCOPE^TM^ red blood cell lysis buffer (Singleron, China) was added to remove the red blood cells for 10 min at 25°C. The solution was then centrifuged at 500 × g for 5 min and suspended in PBS. The sample was stained with trypan blue (Sigma-Aldrich, USA) and microscopically evaluated.

### Library Construction and Sequencing

The scRNA-seq libraries were constructed following the protocol of GEXSCOPE^TM^ Single-Cell RNA Library Kit (Singleron, China) (Dura et al., 2019). Briefly, the single-cell suspensions were loaded onto microfluidic devices. Then, millions of beads with unique cell barcodes and unique molecular identifiers (UMIs) were loaded similar to cells. Only one bead was loaded in each microwell. Following lysis, mRNA was captured onto the beads. More than 95% of the beads were recovered, and the captured mRNA was reverse-transcribed. After cDNA amplification and enrichment, the resulting scRNA-seq libraries were sequenced on Illumina HiSeq X10 instrument with 150 bp paired end reads. Sequencing data of cell populations was conserved in the National Center for Biotechnology Information (NCBI) database with the Gene Expression Omnibus (GEO) accession number GSE176017.

### Pre-Processing of scRNA-Seq Data

The raw reads were processed to generate gene expression profiles by an internal pipeline, namely, FastQC for quality evaluation, fastp for trimming, STAR aligner (2.5.3a) for alignment, and featureCounts (1.6.2) for transcript counting (Dobin et al., 2013; Liao et al., 2014; Chen et al., 2018; Wingett and Andrews, 2018). Briefly, after filtering read 1 without polyT tails, cell-barcode and UMI were extracted. Adapters and polyA tails were trimmed before read 2 was mapped to RGSC rn6 reference genome with ensemble version 92 gene annotation (http://www.ensembl.org). Reads with the same cell barcode, UMI, and gene were grouped to calculate the number of UMIs per gene per cell. UMI count tables of each cellular barcode were used for further analysis.

### Data Integration and the Dimensionality Reduction

The data were processed by the Seurat (version 4. 0. 4) (Hao et al., 2021) in R software (version 4. 1. 1). According to quality control metrics (Ilicic et al., 2016), cells with genes >2,500 or <200 and the cells that have >10% mitochondrial genes were filtered out. A total of 6,693 cells that were obtained (2,543 in the control group, 1,192 in diabetic rats without MA, and 2,958 in diabetic rats with MA) were used for further bioinformatics analysis. Gene expression of each cell was normalized by total expression, multiplied by a scale factor of 10,000, and log-transformed (NormalizeData function). The 2,000 highly variable genes (HVGs) were selected (FindVariableGenes). Then, we integrated different samples (IntegrateData), and the technical or batch effect was eliminated by canonical correlation analysis (CCA). The expression of each gene that was scaled to shift its mean/variance across cells is 0 and 1 (ScaleData). These results were used as input for dimensionality reduction *via* principal component analysis (PCA).

### Unsupervised Clustering and Cell Type Identification

The top 30 principal components were chosen for cell clustering. The clustering analysis was performed based on FindClusters function after building the nearest neighbor graph using FindNeighbors function. The main cell clusters were identified and visualized with t-distributed stochastic neighbor embedding (t-SNE) plots or uniform manifold approximation and projection (UMAP) plots. Due to differences in algorithms, the distance between two points in the two-dimensional plane of UMAP plots can represent the difference in gene expression information between two cells of the high-dimensional space better. To annotate the cell clusters, cluster biomarkers with high discrimination abilities were identified (FindMarkers function). The cell groups were annotated based on SingleR (Aran et al., 2019) and conventional markers described in previous studies (Fallon, 1985; Arroyo et al., 1998; Le et al., 2005; Dhaka et al., 2007; Schroeter and Steiner, 2009; Usoskin et al., 2015; Li et al., 2016; Oikari et al., 2016; Urban-Ciecko and Barth, 2016; Wu et al., 2017; Donovan et al., 2018; Hockley et al., 2019; Ronning et al., 2019; Zhang et al., 2019; Avraham et al., 2020; Gerber et al., 2021). Similar procedures were applied in the subclusters identification of neurons.

### Enrichment Analysis

The gene ontology (GO) enrichment analysis was explored in Database for Annotation, Visualization, and Integrated Discovery (DAVID) (Ashburner et al., 2000).

### Pseudo-Time Trajectory Analysis

To discover the gene expression kinetics in neuron type transition in PDPN development, the pseudo-time trajectories were generated with the Monocle package (version 2.18.0) (Trapnell et al., 2014). It can arrange cells along the pseudo-time trajectory, where each cell corresponds to a distinct time point, showing their developmental trajectories such as cell differentiation and other biological processes. The gene expression matrix derived from the Seurat processed data were used as the inputs. The differentially expressed genes (DEGs) were identified (*q*-value < 0.1) to sort cells in a pseudo-time order. Dimension reduction was performed using the DDRTree method. DEGs were clustered into different categories according to the gene expression patterns along the pseudo-time (Plot_pseudotime_heatmap function). Biological processes were revealed using GO enrichment analysis in DAVID.

### Transcription Factor Inference

The analysis of the single-cell gene regulatory network was performed using the single-cell regulatory network inference and clustering (SCENIC) package (Aibar et al., 2017). Rat gene symbols were converted in the corresponding mouse homologous genes using the homologene R package (github.com/oganm/homologene; www.ncbi.nlm.nih.gov/homologene). After initializing settings, the expression matrix was loaded onto GENIE3 for building the initial co-expression gene regulatory networks (GRN). The regulon data were analyzed using the RcisTarget package and the network activity was evaluated. The transcriptional network of TF and predicted target genes were visualized by Cytoscape (Shannon et al., 2003).

### Cell Communications Analysis

Cell communications were analyzed based on CellChat (Jin et al., 2021). The ligand-receptor interaction database can be found at http://www.cellchat.org/. All the rat gene names were converted to the mouse ortholog using the homologene R package. The communication network was generated to discover the number of ligand and receptor (L-R) pairs and the signaling strength between each cell cluster. The strength was defined by the communication probability, which was calculated by a specific algorithm using the geometric mean of the normalized expression of receptors and ligands as input data. Outgoing and incoming interaction strength was calculated to compare the communication ability of each neuronal cluster as senders and receivers. The communication probabilities mediated by L-R pairs were compared and visualized in the bubble plot.

### Statistical Analysis

All statistical analyses and the graph generation were performed in R (version 4. 1. 1).

### Code Availability

The analysis codes are available on GitHub: https://github.com/SJTU-ZhouHan/SJTU-ZhouHan.

## Result

### Cellular Constitution of Rat DRG

In the present work, we intended to investigate the cell diversity of DRG neurons in the adult rat under PDPN conditions. A conspicuous MA typically becomes steady 4 weeks after diabetes induction in rats. 

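The data are UMI counts per gene and cell barcode from GEXSCOPE single-cell RNA-seq of the L5 DRGs of 8 male rats: 2 control rats given vehicle, 2 diabetic rats without MA and 4 diabetic rats with MA. The diabetic rats had received 60 mg/kg STZ, and the ganglia were taken on day 28. The authors checked the reads with FastQC, trimmed them with fastp, aligned them to rn6 with STAR 2.5.3a and counted them with featureCounts 1.6.2 on the Ensembl 92 annotation. The deposited tables hold whole UMI counts for 8765 barcodes and 20730 genes, before any filter on genes or mitochondrial share. Total UMIs were 2992081 and 4499357 in the control rats, 6049443 and 4104220 in the diabetic rats without MA, and 3833603, 11159582, 3724017 and 1705659 in the diabetic rats with MA. After the stated limits of 200 to 2500 genes and 10% mitochondrial UMIs, the median cell held 1385.5 and 1568 UMIs in control rats 1 and 2, 2358.5 and 2453 in diabetic rats 1 and 2 without MA, and 1827, 3282, 2329 and 645 in diabetic rats 1 to 4 with MA. Cells were clustered with Seurat after the paper's steps (2000 variable genes, CCA integration by rat, 30 principal components) and named from marker lists, so cell classes are called NP-like, PEP-like, MAAC-like and so on. The rat is the replicate in every test: shares of cells were compared by exact permutation of the rats, and UMI sums per rat and class by edgeR's quasi-likelihood test. CPM, counts scaled to the sum of the UMIs of the cells pooled, gives the level of a gene. A share of cells with a UMI is given as measured and, where 2 classes differ in depth, also after each cell was thinned to 1000 UMIs. Intervals and floors cover counting error only.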

We performed scRNA-seq on the cells dissociated from bilateral lumbar (L) 5 DRGs of diabetic rats with and without MA and normal control groups (Figure 1A; Supplementary Figure 1). 

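The filter kept 6698 cells, of which 4063 fell in clusters with neuronal markers such as Snap25, of vesicle release, and Tubb3, a neuronal tubulin. By group it kept 2543 cells of control rats, 1191 of diabetic rats without MA and 2964 of diabetic rats with MA. The upper limit of 2500 genes removed mostly neurons, the largest cells of the ganglion: with no such limit 881 of 4873 neurons (18.1%) lay above it, against 7 of 2061 SGC-like cells (0.340%). Among neuron classes it held back 53.1% of TRPM8-like, 29.3% of C-LTMR-like and 27.1% of PEP-like cells, 17.8% of MAAC-like, 14.1% of NP-like and 12.8% of SOM-like cells. The loss differed by rat: 42.8% of the barcodes of diabetic rat 2 without MA and 27.1% of those of diabetic rat 3 with MA had over 2500 genes, against 1.55% in control rat 1 and 1.45% in diabetic rat 4 with MA. In diabetic rat 4 with MA, 509 of 1307 barcodes had under 200 genes.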

After quality control, 6,693 cells, including 3,979 neurons, were obtained. Visualization of single-cell transcriptomes in t-SNE space was able to separate cells into clusters which we mapped to eight major cell types with distinct markers (Figure 1B). These cells included neurons, satellite glial cells (SGC), proliferating SGC (PSGC), Schwann cells, fibroblasts, vascular smooth muscle cells (VSMC), vascular endothelial cells (VEC), and microglia. 

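Of the cells kept, 4063 were neurons, 2021 SGC-like, 242 Schwann-like, 235 VEC-like, 58 fibroblast-like, 44 microglia-like or macrophage-like and 35 PSGC-like. The fibroblast-like cluster was also led by the contractile genes Acta2, Myh11 and Tagln of vascular smooth muscle, and no separate VSMC cluster formed. Neurons made up 69.9% ± 0.544 of cells in control rats (SD, n = 2), 59.4% ± 4.72 in diabetic rats without MA (n = 2) and 53.3% ± 28.8 in diabetic rats with MA (n = 4). With no upper limit on genes they were 70.4%, 72.3% and 60.4% in the same order, so diabetic rats without MA no longer lay below control rats. The 4 rats with MA differed widely: neurons were 52.8%, 34.8% and 31.3% of cells in rats 1 to 3 and 94.1% in rat 4, in which SGC-like cells were 2.77% and Schwann-like cells 0.528%. SGC-like cells were 35.1% ± 23.9 of cells in rats with MA and 29.0% ± 7.85 in the other 4 rats (two-sided exact permutation test, p = 0.714). VEC-like cells were 5.01% ± 2.63 against 1.79% ± 1.54 in the same comparison (exact p = 0.0857). The difference in neuron share between rats with MA and the other 4, -11.4 percentage points, did not exceed the spread between rats (two-sided exact permutation p = 0.429, where 0.0286 is the smallest p possible), but without rat 4 with MA it was -25.0 points (exact p = 0.0286, the smallest possible).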

SGC were identified due to highly expressed *Fabp7* (Figure 1C) (Goncalves et al., 2017). 

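Fabp7, a brain-type fatty acid binding protein of glia, had a UMI in 61.8% of SGC-like cells and 3.20% of neurons, at median depths of 2902 and 1613 UMIs. Among cells of at least 1000 UMIs, each thinned to 1000, the shares were 33.3% and 2.21%. Its level was 575 ± 258 CPM (SD, n = 8 rats) in SGC-like cells, 104 ± 45.9 CPM (SD, n = 6 rats) in Schwann-like cells and 5.75 ± 7.16 CPM (SD, n = 8 rats) in NP-like neurons.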

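The 35 PSGC-like cells combined the satellite glial gene Fabp7, detected in 65.7% of them, with genes of dividing cells. Top2a, the topoisomerase that separates replicated chromosomes, had a UMI in 97.1% of PSGC-like cells, 0.346% of SGC-like cells and 0.172% of neurons. Mki67, another proliferation marker, had one in 82.9% of PSGC-like and 0.445% of SGC-like cells. The median depths of PSGC-like and SGC-like cells were 3170 and 2902 UMIs, and thinned to 1000 UMIs per cell Top2a was still found in 77.1% against 0.101%. Of these cells 19 came from diabetic rat 2 with MA.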

PSGC specifically expressed *Fabp7* and proliferation markers *Top2a* (Figure 1C) (Gerber et al., 2021). 

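Mpz, which encodes myelin protein zero, the main protein of peripheral myelin, had a UMI in 63.2% of 242 Schwann-like cells, 30.9% of SGC-like cells and 2.26% of neurons. Its level was 1476 ± 955 CPM (SD, n = 6 rats) in Schwann-like and 214 ± 84.7 CPM (SD, n = 8 rats) in SGC-like cells, whose median depths were 2775.5 and 2902 UMIs. Mbp, myelin basic protein, was closer between these classes, with a UMI in 36.4% and 27.3% of cells.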

The cell population that highly expressed *Mpz* was annotated as Schwann cells (Figure 1C) (Le et al., 2005). Microglia highly expressed *Lyz2* (Figure 1C) (Donovan et al., 2018; Ronning et al., 2019). In addition, we identified VEC marked by *Cldn5* and VSMC by *Tpm2* (Figure 1C) (Jang et al., 2011; Kalluri et al., 2019).

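Lyz2, the lysozyme of phagocytes, had a UMI in all 44 cells of this cluster, in 1.73% of SGC-like cells and in 1.30% of neurons, at median depths of 1834.5, 2902 and 1613 UMIs. The cluster was led by S100a9 and S100a8, calcium-binding proteins of neutrophils and other myeloid cells, together with Lyz2. The complement genes C1qb and C1qa, made by resident macrophages and microglia, had a UMI in 59.1% and 34.1% of the cells, and Cd68 in 13.6%.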

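Cldn5, a tight junction protein of endothelium, had a UMI in 80.0% of 235 VEC-like cells, 0.369% of neurons and 0.495% of SGC-like cells, and the endothelial cadherin Cdh5 in 43.0% of VEC-like cells. Its level was 1118 ± 509 CPM (SD, n = 7 rats) in VEC-like cells, whose median depth was 2886 UMIs. Tpm2, a tropomyosin of contractile cells, had a UMI in 60.3% of the 58 fibroblast-like cells (median depth 1708 UMIs), 2.42% of SGC-like cells and 0.369% of neurons. The same 58 cells held the smooth muscle genes Tagln (55.2%) and Acta2 (50.0%) and the fibroblast genes Dcn (34.5%) and Col1a1 (32.8%).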

**Figure 1:**
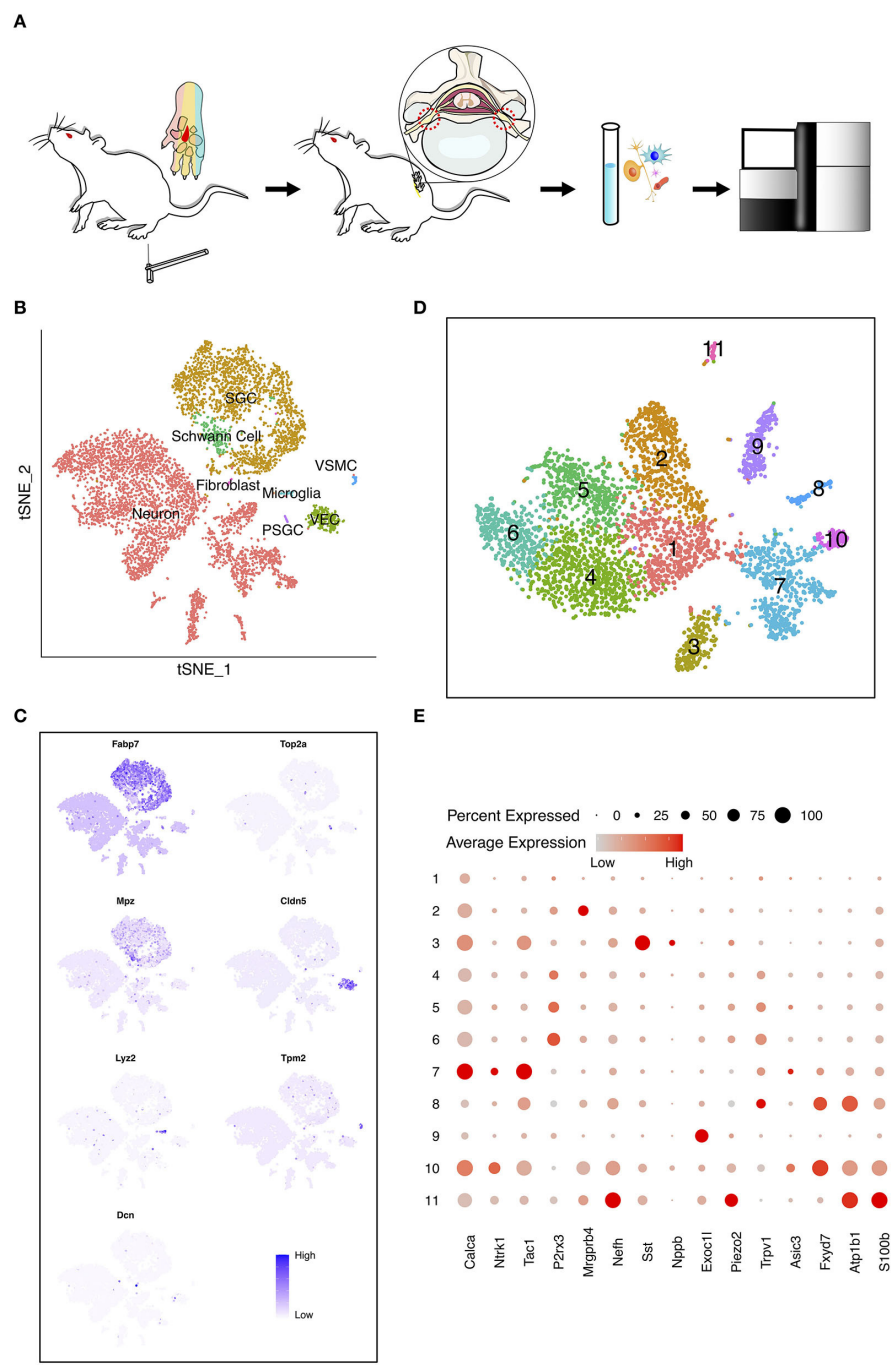
The heterogeneity of dorsal root ganglia (DRG) cells in the painful diabetic peripheral neuropathy (PDPN) model. **(A)** Workflow of the pain threshold evaluation, sample preparation, sequencing, and bioinformatic analysis. The red region in the center of the rats' paws was stimulated by von Frey filaments. Sensation in this area is within the innervation range of the tibial nerve, originating from L5 DRG in rat. **(B)** t-distributed scholastic neighbor embedding (t-SNE) plot of single cells profiled in the presenting work colored by cell types. Each colored dot represents a cell. **(C)** Feature heatmap shows the marker genes in each cell type. The color represents the gene expression level after batch effect correction and normalization. **(D)** t-SNE plot shows the unsupervised clustering DRG neurons. Dots, individual cells; colors, neuron clusters. **(E)** Dot plot shows the differentially expressed genes (DEGs) of each DRG neuron cluster. The size of the dot means the percentage of cells expressing the gene, and the color indicates the average expression level.

### Subclusters-Specific Analysis of Neurons

To detect discrete neuron subclusters, we reclassified neurons based on the canonical DRG neuron markers (Usoskin et al., 2015; Liguz-Lecznar et al., 2016; Kupari et al., 2021). 

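Clustering of the 4063 neurons at the lowest resolution on a grid of 0.1 that gave at least 11 clusters, which was 0.5, gave 12. The classes were named from scores of marker lists, and the leading genes could only leave a cluster unnamed. Crh, Iapp, Rbp2, Mrgprb4 and Serpinf1 led NP-like clusters, and Tac1, Adcyap1, Crabp1 and Cd9 the PEP-like cluster. Sst, Ifitm1 and Il31ra led the SOM-like cluster, Exoc1l, Adgrg2 and Cd7 the C-LTMR-like cluster, and Pcp4, Penk and Trpm8 the TRPM8-like cluster. A cluster of 106 cells was led by Nppa, the atrial natriuretic peptide precursor, Atp1b1, Ly6h, Chp2, Fxyd7 and S100b, and is called MAAC-like. Of the 12 clusters 2 stayed unnamed, 1 of 167 cells led by the glial genes Sparc, Sdc4 and Apoe, of which 111 came from diabetic rat 2 with MA, and 1 of 118 cells with a median of 441.5 UMIs, of which 100 came from diabetic rat 4 with MA.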

Eleven neuron clusters and their DEGs were unbiasedly identified by Seurat program (Figures 1D,E). These clusters were annotated as non-peptidergic nociceptors (NP), peptidergic nociceptors (PEP), somatostatin-positive neurons (SOM), C-fiber low-threshold mechanoreceptors (C-LTMR), and *Trpm8*-positive neurons (TRPM8) (Figure 2A). 

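The NP-like class held 2570 cells in 5 clusters, of which 1 with 355 cells drew 301 from control rat 2 and 1 with 59 cells drew 53 from control rat 1. The PEP-like class held 578 cells, C-LTMR-like 232, SOM-like 209, MAAC-like 106 and TRPM8-like 83, and 285 neurons stayed unnamed. Median depth differed between classes: 3884 UMIs in TRPM8-like and 3026 in MAAC-like neurons, against 1645 in PEP-like, 1628 in SOM-like, 1567.5 in NP-like and 1181 in C-LTMR-like neurons. At a resolution of 1.3, which gave 15 clusters, a MAAC-like cluster of 65 cells was led by Nppa, Ly6h, Chp2, Fxyd7 and Cplx2. An unnamed cluster of 44 cells was led by Atp1b1, S100b, Baiap2l1 and Lix1. Together these clusters held more cells than the 106 MAAC-like neurons of the main setting, so they also took in neurons from outside that class.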

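MAAC-like neurons, led by the sodium pump subunit Atp1b1 and its regulator Fxyd7, were found in all 8 rats at 12 clusters. Diabetic rat 1 with MA had none at 15 clusters or with 20 principal components, and rats 1 and 4 with MA had none with no integration. At 12 clusters they were 0.584% (5 of 856 neurons, exact 95% interval 0.190 to 1.36) and 1.95% (18 of 921, 1.16 to 3.07) of neurons in the control rats, and 3.12% (19 of 609, 1.89 to 4.83) and 2.42% (3 of 124, 0.502 to 6.91) in the diabetic rats without MA. In the diabetic rats with MA they were 1.23% (3 of 244, 0.254 to 3.55), 8.27% (41 of 496, 6.00 to 11.0), 14.0% (14 of 100, 7.87 to 22.4) and 0.421% (3 of 713, 0.0869 to 1.22) in rats 1 to 4. Rats 2 and 3 with MA thus lay above every other rat, and rat 4 with MA had the lowest share of all. The mean was 5.98% ± 6.404 (SD, n = 4) with MA, 1.27% ± 0.969 (n = 2) in control rats and 2.77% ± 0.495 (n = 2) in diabetic rats without MA. The difference between rats with MA and the other 4 was 3.96 percentage points and did not exceed the spread between rats (two-sided exact permutation test, p = 0.400, where 0.0286 is the smallest p that 4 rats against 4 allow). Against control rats alone it was 4.71 points (exact p = 0.533) and against diabetic rats without MA 3.21 points (exact p = 0.733), where 4 rats against 2 cannot go below 0.0667. Between diabetic rats without MA and control rats it was 1.5004 points (exact p = 0.333, the smallest possible). A single rat moved the value: without rat 3 with MA the difference was 1.29 points, and no setting or left-out rat gave an exact p under 0.05. The MAAC-like neurons at 15 clusters, led by Nppa, were 4.07% ± 4.54 of neurons with MA and 1.01% ± 0.713 in the other 4 rats, a difference of 3.06 points, with 7, 12 and 46 cells in control rats, diabetic rats without MA and diabetic rats with MA. The rats differed in depth, with a median neuron at 3258.5 and 2509 UMIs in rats 2 and 3 with MA, 627 in rat 4 with MA and 1091.5 and 1258 in the control rats. Unnamed neurons were 11.9% ± 8.41 with MA and 2.48% ± 0.511 in the other 4 rats (exact p = 0.0571). When the genes of Supplementary Table 2 were left out of the clustering, no cluster was named MAAC-like, and at 15 clusters or more Nppa, Fxyd7, Chp2, Tac1 and Ntrk1 led 1 unnamed cluster of 317 neurons together, while Atp1b1, Baiap2l1, S100b and Lix1 led another unnamed cluster of 33 neurons. With doublets removed the cluster depended on the seed of the doublet caller: over 5 seeds 98, 49, 0, 82 and 113 neurons were named MAAC-like, and the difference between rats with MA and the other 4 was 0.0967 to 3.73 points in the 4 that gave one. From the larger number of these cells in diabetic rats with MA (Fig. 2A), the paper names them MA-associated clusters.

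**Figure D1:**
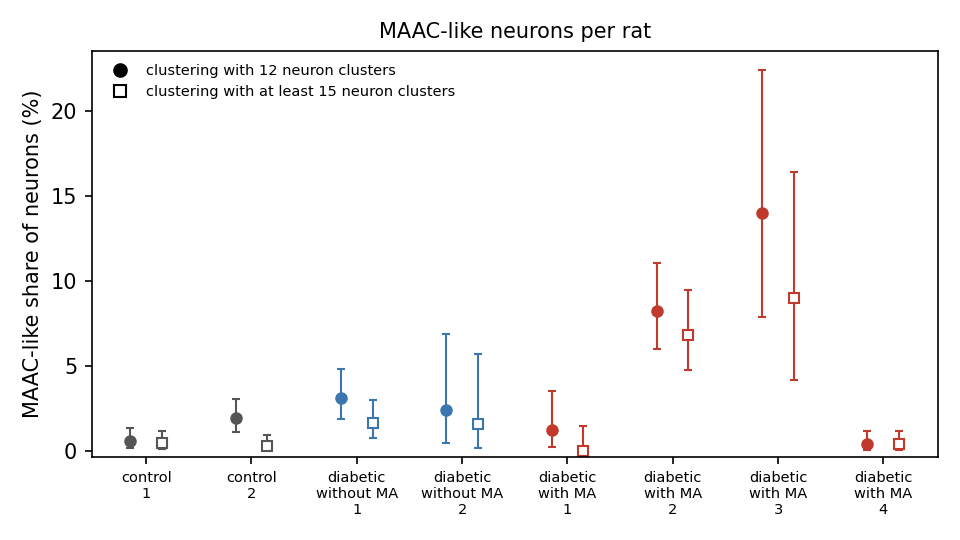
MAAC-like neurons as a percentage of all neurons (vertical axis) in each of the 8 rats, grouped by condition. Filled circles show the clustering into 12 clusters and open squares the one into 15, with exact 95% binomial intervals. Rats 2 and 3 with MA sit at 8.27% and 14.0%, and rats 1 and 4 with MA within the range of the other rats or below it.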

We identified MA-associated clusters (MAAC) for the obviously increased cell number in diabetic rats with MA (Figure 2A). 

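NP-like neurons numbered 1213 in control rats, 518 in diabetic rats without MA and 839 in diabetic rats with MA. PEP-like neurons numbered 264, 87 and 227 in the same order, SOM-like neurons 123, 22 and 64, C-LTMR-like neurons 90, 42 and 100, TRPM8-like neurons 25, 24 and 34, and MAAC-like neurons 23, 22 and 61. The sums mix rats that gave unequal numbers of neurons: 1777 in 2 control rats, 733 in 2 diabetic rats without MA and 1553 in 4 diabetic rats with MA. Diabetic rat 2 with MA gave 41 of the 61 MAAC-like neurons of its group.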

The specific neuron number for each cluster is given in Supplementary Table 1. Neuron clusters were matched with a previous scRNA-seq study of macaques DRG (Figure 2B) (Kupari et al., 2021). 

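P2rx3, an ATP-gated channel of nociceptors, had a UMI in 41.9% of NP-like, 20.1% of SOM-like and 9.17% of PEP-like neurons, and in 4.95% of SGC-like cells, which should lack it. Its level was 403 ± 68.3 CPM (SD, n = 8 rats) in NP-like neurons. Ntrk1, the receptor of nerve growth factor, had a UMI in 34.8% of PEP-like neurons at 315 ± 198 CPM (SD, n = 8 rats), 3.77% of NP-like neurons and 1.24% of SGC-like cells. Thinned to 1000 UMIs per cell, P2rx3 was found in 29.3% of NP-like and 4.37% of PEP-like neurons, and Ntrk1 in 21.1% of PEP-like and 1.99% of NP-like neurons.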

NP was named based on Purinergic receptor P2X3 (*P2rx3*), and PEP was named based on tropomyosin receptor kinase A (TRKA, *Ntrk1*). 

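Sst, the somatostatin precursor, had a UMI in 90.9% of 209 SOM-like neurons at 9725 ± 2475 CPM (SD, n = 5 rats), against 7.20% of NP-like neurons and 6.23% of SGC-like cells. Il31ra, a receptor subunit for the itch cytokine interleukin 31, had one in 22.5% of SOM-like neurons, 0.0778% of NP-like neurons and 0.148% of SGC-like cells, at 157 ± 53.6 CPM (SD, n = 5 rats) in SOM-like neurons. Nppb, the natriuretic peptide of itch neurons, had a UMI in 15.3% of SOM-like neurons. The median depth was 1628 UMIs in SOM-like and 1567.5 in NP-like neurons.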

SOM was identified using somatostatin (*Sst*) and interleukin 31 receptor A (*Il31ra*). Although SOM contains markers for both peptidergic and nonpeptidergic neurons (*Tac1* and *P2rx3*), this cluster was named NP3 in previous literature (Usoskin et al., 2015). 

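Both genes were seen in SOM-like neurons. Tac1, the substance P precursor, was at 2799 ± 885 CPM (SD, n = 5 rats) in SOM-like and 11639 ± 2391 CPM (SD, n = 8 rats) in PEP-like neurons. It had a UMI in 88.0% of SOM-like and 97.9% of PEP-like neurons, against 18.9% of NP-like neurons and 22.5% of SGC-like cells. P2rx3 was at 133 ± 57.6 CPM (SD, n = 5 rats) in SOM-like neurons.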

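Exoc1l set the 232 C-LTMR-like neurons apart most clearly, with a UMI in 77.2% of them, 4.12% of NP-like neurons and 2.87% of SGC-like cells, and a level of 1319 ± 351 CPM (SD, n = 7 rats). Gfra2, the receptor of neurturin, had a UMI in 19.8% of C-LTMR-like, 5.72% of NP-like and 0.445% of SGC-like cells. P2ry1, a receptor of ADP, had one in 6.90% of C-LTMR-like and 0.195% of NP-like neurons. C-LTMR-like neurons were the shallowest class, at a median of 1181 UMIs. Th, the tyrosine hydroxylase that marks C-LTMRs in mice, had a UMI in 0 of 232 cells, which allows a share of cells with a UMI of up to 1.29%.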

*Exoc1l, P2ry1*, and *Gfra2* were used to assign C-LTMR. 

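Trpm8, the channel that senses cold and menthol, had a UMI in 57.8% of 83 TRPM8-like neurons, 5.54% of PEP-like and 4.32% of NP-like neurons, and 1.19% of SGC-like cells. Its level in TRPM8-like neurons was 835 ± 392.2 CPM (SD, n = 3 rats). MAAC-like neurons, also a deep class, had a UMI in 23.6% of cells, and thinned to 1000 UMIs per cell the shares were 44.3% in TRPM8-like and 4.00% in MAAC-like neurons. The transcription factor Foxp2 had a UMI in 33.7% of TRPM8-like neurons.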

*Trpm8* expression was used for naming the TRPM8 neuron cluster.

**Figure 2:**
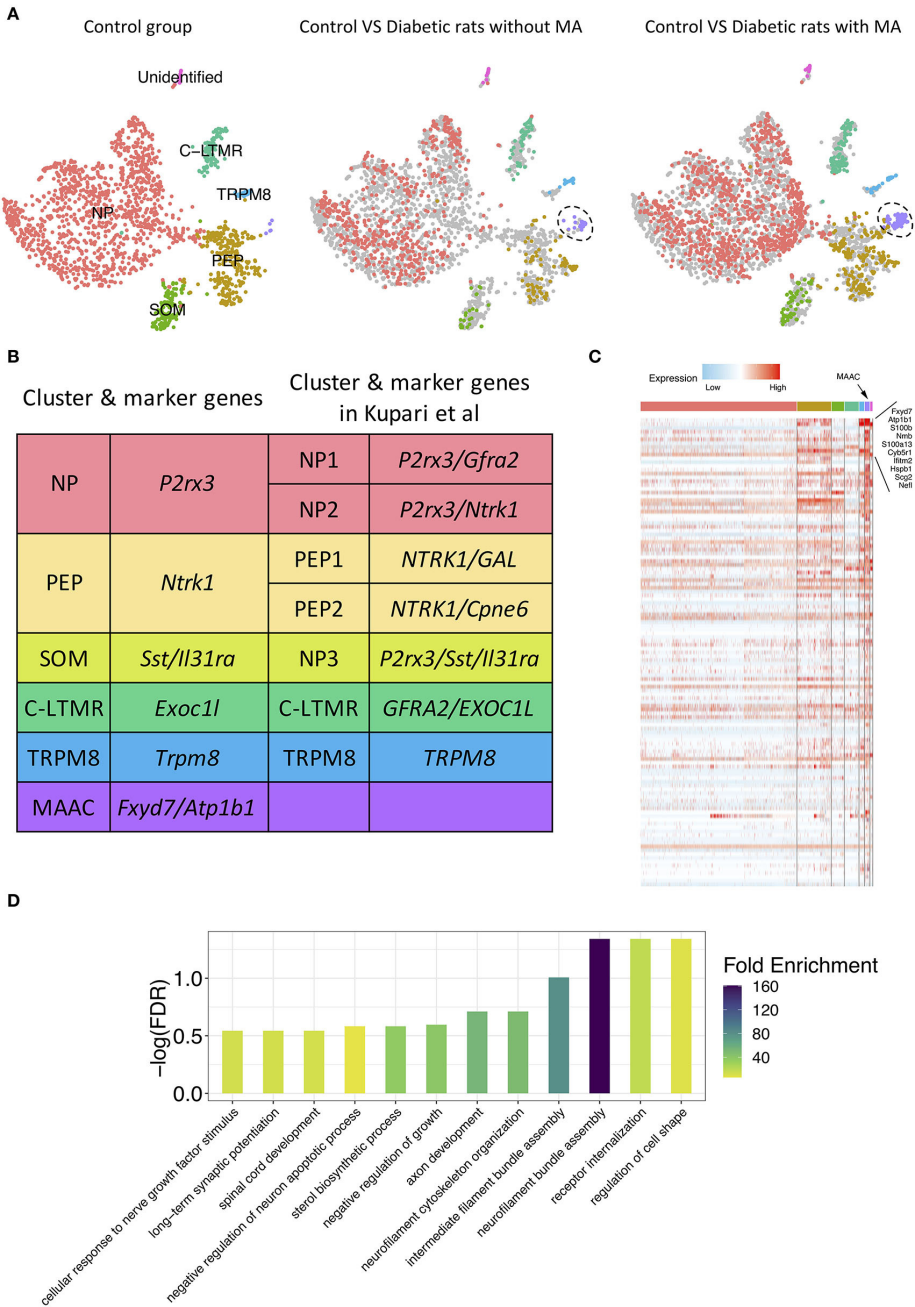
Novel neuron cluster mechanical allodynia-associated cluster (MAAC) appeared in the development of PDPN. **(A)** t-SNE plot shows somatosensory neuron clusters in control versus in diabetic rats without or with mechanical allodynia (MA). The dots in the control group are grayed out when they are compared with the dots in the other two groups. Dots, individual cells; colors, neuron clusters. **(B)** Summary of neuron type classification in this work and previous study. **(C)** Heatmap shows the DEGs of MAAC. The genes with the largest fold difference are marked. Color, expression level. **(D)** Bar plot shows gene ontology (GO) terms of biological processes [false discovery rate (FDR) <0.3] enriched for the DEGs of MAAC.

### Emerging Novel Neuron Cluster Associated With MA

The t-SNE plot was split based on different groups to present the progression of the emerging novel neuron cluster MAAC (Figure 2A). 

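None of the 5 other named classes differed between rats with MA and the other 4 by more than the spread between rats. NP-like neurons, which express P2rx3, were 54.9% ± 18.3 of neurons with MA (SD, n = 4) and 64.5% ± 13.3 in the other 4 rats (exact permutation p = 0.429). Peptidergic PEP-like neurons were 14.8% ± 4.36 against 15.4% ± 6.34 (exact p = 0.857), and Sst-rich SOM-like neurons 4.91% ± 3.30 against 4.53% ± 3.01 (exact p = 0.886). C-LTMR-like neurons were 4.68% ± 4.40 against 6.80% ± 4.19 (exact p = 0.486) and TRPM8-like neurons 2.79% ± 2.73 against 4.27% ± 5.78 (exact p = 0.771). All tests were two-sided, and the adjusted p was 1.0 in each of 20 tests over 5 classes and 4 comparisons. Single rats ranged widely, from 40.1% to 80.3% for NP-like neurons, and TRPM8-like neurons were 12.9% of the neurons of diabetic rat 2 without MA and 0 of 244 in diabetic rat 1 with MA, which allows up to 1.23%. Across 17 settings and left-out rats, C-LTMR-like shares were lower with MA in all 17 and NP-like shares in 16, and the smallest exact p was 0.114.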

Neurons in other clusters were evenly distributed in different groups (Figure 2A). 

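Over 4 rats with at least 10 MAAC-like cells (control rat 2, diabetic rat 1 without MA and diabetic rats 2 and 3 with MA), 234 genes were higher and 296 lower in MAAC-like than in other neurons at an adjusted p under 0.05 from edgeR with the rat as a block. Without diabetic rat 2 with MA these were 151 and 198. Higher were the Ly6 family gene Ly6h, at a log2 fold change of 4.13 (standard error 0.57, adjusted p = 1.1e-06), Plcb1, a phospholipase C of receptor signalling, at 3.29 (standard error 0.32, adjusted p = 9.5e-10), and Cplx2, a complexin of vesicle release, at 3.10 (standard error 0.37, adjusted p = 7.6e-08). Also higher were the calcium-binding copine Cpne6 (3.01), the EF-hand protein Tesc (3.03), Smim18 (6.09), Baiap2l1 (3.54), the adhesion receptor Adgrg2 (3.24) and Klhdc8b (2.82). Nppa, which led the cluster, had a log2 fold change of 5.25 and was higher in 3 of 4 rats. Among the lower genes were those of other nociceptor classes: Tmem233 was 28.7-fold (exact 95% counting interval 7.94 to 238) lower, Gfra3, the artemin receptor, 19.3-fold (exact 95% counting interval 3.43 to 763) lower, and Slc51a 20.8-fold (exact 95% counting interval 3.70 to 822) lower. Cst12, Lamp5 and Chrne had 1 or 2 UMIs in MAAC-like cells against 689, 262 and 256 in other neurons. Crh had no UMI in MAAC-like cells and was at least 14.9-fold lower against a floor of 3 counts over the group, Kntc1 at least 6.08-fold, Sphkap 4.79-fold and Bpifb5 3.35-fold. Of the 123 genes of Supplementary Table 2, 115 were higher over the pooled cells. Some of these were higher in few rats: Pmp2 and F12 in 0 of 4 and Fxyd1 and Sdc4 in 1 of 4, while Fxyd7 and Atp1b1 were higher in 4 of 4. Of the 91 that could be tested over rats 44 were higher and 5 lower (52 and 9 when adjusted over the list alone; list test adjusted p = 0.200 with an estimated correlation). The 10 genes marked in Fig. 2C were all higher, among them the neuropeptide Nmb (1.75), S100a13 (1.54) and the small heat shock protein Hspb1 (1.20) (list test adjusted p = 0.134 with an estimated correlation). Those with the smallest changes were Cyb5r1 (0.83) and Scg2 (0.69), and Ifitm2 was at 1.28. These 3 no longer passed when single rats were left out. The study chose these lists on the same cells, and the cluster was defined from the same counts, so neither is independent evidence. The test covered 3528 genes at 35927 to 1683476 UMIs per rat and class. At 15 clusters only diabetic rat 1 without MA and diabetic rat 2 with MA had at least 10 MAAC-like cells, and over these 2 rats 159 genes passed. Ifitm2 (1.39), Tesc (1.96), Hspb1 (0.737) and Adgrg2 (0.677) kept their direction there but no longer passed. The same held for the lower genes Slc51a (adjusted p = 0.124), Lamp5 (0.384), Chrne (0.429), Sphkap (0.0927) and Bpifb5 (0.149) from edgeR, while Tmem233, Gfra3, Cst12, Crh and Kntc1 still passed. For Klhdc8b (-1.53, standard error 1.63) and Baiap2l1 (-7.21, standard error 3.46, adjusted p = 0.429) the direction was unsure.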

Hundreds of DEGs of MAAC were identified (log2FC > 0.25 and adj. *p*-value < 0.05) (Figure 2C; Supplementary Table 2). Among these genes, *Fxyd7* and *Atp1b1* were highly expressed in MAAC. 

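Fxyd7, a regulator of the sodium potassium pump in neurons, had a log2 fold change of 2.51 (standard error 0.21, adjusted p = 2.6e-11) in MAAC-like against other neurons, higher in 4 of 4 rats. It was at 1256 ± 692 CPM (SD, n = 4 rats) in MAAC-like neurons, 1190.0 ± 997 CPM (SD, n = 3 rats) in TRPM8-like and 706 ± 362 CPM (SD, n = 8 rats) in PEP-like neurons, and had a UMI in 2.76% of NP-like neurons. Atp1b1, a beta subunit of the pump, had a log2 fold change of 3.65 (standard error 0.31, adjusted p = 3.1e-11) in MAAC-like against other neurons, also higher in 4 of 4 rats. Its level was 3535 ± 1011 CPM (SD, n = 4 rats) in MAAC-like, 3340.2 ± 2051 CPM (SD, n = 3 rats) in TRPM8-like and 444 ± 218 CPM (SD, n = 8 rats) in PEP-like neurons. Thinned to 1000 UMIs, Atp1b1 was found in 92.0% of MAAC-like cells and 2.17% of SGC-like cells, and Fxyd7 in 59.0% and 2.52%. At 15 clusters the log2 fold changes, over 2 rats, were 3.61 for Fxyd7 and 2.61 for Atp1b1.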

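Fxyd1, phospholemman, had a UMI in 10.4% of MAAC-like and 6.23% of PEP-like neurons, and in 81.0% of SGC-like and 77.7% of Schwann-like cells. Against other neurons its log2 fold change in MAAC-like neurons was 0.06 (standard error 0.46, adjusted p = 0.969) from edgeR, which does not pass. Atp2b4, a plasma membrane calcium pump, had a UMI in 12.3% of MAAC-like, 45.8% of TRPM8-like, 12.9% of C-LTMR-like and 2.06% of NP-like neurons and in 1.93% of SGC-like cells. Thinned to 1000 UMIs it was found in 3.00% of MAAC-like and 27.9% of TRPM8-like neurons, and its counts were too low for the edgeR test. Of 7 measured sodium potassium pump subunits and FXYD genes, 2 were higher in MAAC-like than in other neurons, Fxyd7 and Atp1b1, and 2 lower, the beta subunit Atp1b3 (-1.24) and Fxyd2 (-1.23), with the same counts adjusted over the list alone (list test adjusted p = 0.591 with an estimated correlation).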

The paralog of *Fxyd7, Fxyd1*, and the paralog of *Atp1b1* and *Atp2b4* were also included (Supplementary Table 2). We next annotated the DEGs with biological processes [false discovery rate (FDR) < 0.3] from GO databases to obtain transcriptomic characteristics of MAAC. These cell-type specific genes recapitulated neurofilament, axon, synapse, and receptor-related biological processes (Figure 2D; Supplementary Table 3). 

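Of 7 measured genes of large myelinated neurons, 4 were higher in MAAC-like than in other neurons, 3 did not pass and none was lower (6 higher when adjusted over the list alone; list test adjusted p = 0.200 with an estimated correlation). The 4 were Nefh, the sodium channel subunits Scn1b (2.26 on the log2 scale) and Scn4b (2.03), and Vamp1, a synaptic vesicle protein (1.36). At 15 clusters, where a cluster led by Atp1b1 and S100b was separate, control rat 2 kept 3 of its 18 MAAC-like cells. With doublet caller seeds 2 and 3, unnamed clusters led by these 2 genes scored higher on markers of low-threshold mechanoreceptors and proprioceptors (1.089 and 0.87) than on MAAC markers (0.686 and 0.438). Which part of the 106 cells carried the myelinated genes was not tested. Of 29 measured microtubule and actin genes, 4 were higher and 4 lower (6 and 4 when adjusted over the list alone; list test adjusted p = 0.466 with an estimated correlation). Higher were the microtubule-associated Map7d2 (1.11) and Map1b (0.75). Against PEP-like neurons, 2 of 28 cytoskeletal genes were higher, among them Tmsb4x (1.10), and 6 lower, among them the microtubule regulator Stmn1 (-1.54) (3 and 6 when adjusted over the list alone; list test adjusted p = 0.575 with an estimated correlation). The log2 values are from edgeR over 4 rats. The GO enrichment itself was not run again.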

“Regulation of cell shape,” “receptor internalization,” and “neurofilament bundle assembly” were the most significant enrichment terms. “Neurofilament bundle assembly” was the most enriched biological process with the highest fold enrichment.

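The 3 neurofilament subunits of myelinated axons rose in MAAC-like against other neurons. Nefl, the light chain, had a log2 fold change of 2.05 (standard error 0.13, adjusted p = 5.0e-14), Nefm, the medium chain, 1.57 (standard error 0.12, adjusted p = 9.1e-12) and Nefh, the heavy chain, 2.49 (standard error 0.17, adjusted p = 9.1e-14), each higher in 4 of 4 rats (edgeR). The other 2 intermediate filament genes of neurons fell: Ina, alpha-internexin, by 3.07 and Prph, peripherin, which small unmyelinated neurons express, by 0.64 on the log2 scale. So 3 of the 5 listed genes were higher and 2 lower, over all genes and when adjusted over the list alone (list test adjusted p = 0.391 with an estimated correlation). Against PEP-like neurons, Nefl was at 1.93 (standard error 0.19, adjusted p = 3.1e-09), Nefh at 1.82 and Nefm at 1.17, and Prph fell by 0.80 (list test adjusted p = 0.517 with an estimated correlation). At 15 clusters, with 2 rats instead of 4, Nefm against PEP-like neurons no longer passed (0.75, adjusted p = 0.0815 from edgeR).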

### The Origin and Transition of MAAC

To explore the origin of MAAC, we calculated the transcriptomic correlations of different neuron clusters. 

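MAAC-like neurons correlated most with PEP-like neurons over the pooled cells, across 2000 variable genes: Pearson r was 0.873 with PEP-like, 0.853 with TRPM8-like, 0.821 with NP-like, 0.808 with SOM-like and 0.808 with C-LTMR-like neurons. With no integration TRPM8-like neurons came first over the pooled cells (PEP-like minus TRPM8-like -0.000219), while within rats PEP-like neurons came first in 3 of 3, by 0.000289 to 0.0977. Within rats r was 0.844 ± 0.0495 with PEP-like (SD, n = 4 rats) and 0.813 ± 0.0123 with NP-like neurons (n = 4). Only diabetic rat 2 with MA had enough TRPM8-like cells for a value, and diabetic rat 3 with MA had values for PEP-like and NP-like neurons alone. Among the classes with a value PEP-like neurons came first in 3 of 4 rats, but the lead over the next class, 0.0309 ± 0.0466, did not exceed the spread between rats (two-sided exact sign-flip permutation test, p = 0.250, where 4 rats cannot go below 0.125). Genes are not independent replicates. On log mean CPM the mean lead within rats turned to -0.0205, and with Spearman's rho it was 0.00081. Over the pooled cells the lead was 0.0814 and 0.0764 with these measures, against 0.0204 in the main setting. It was 0.0479 at 15 clusters, 0.0476 with 20 principal components and 0.00466 over all genes with a UMI in at least 1% of neurons. Cell numbers were not made equal between classes. In single genes the 2 classes differed, with 140 genes higher and 136 lower in MAAC-like than in PEP-like neurons of 2117 tested (edgeR with the rat as a block, 4 rats, 35927 to 329744 UMIs per rat and class). Without diabetic rat 1 without MA these were 62 and 59. Higher were Fabp3, a fatty acid carrier, at a log2 fold change of 4.67 (standard error 0.42, adjusted p = 6.4e-10), Tesc at 4.52, Ly6h at 3.897, Adgrg2 at 3.50 and Pcp4l1 at 3.41. The cadherin Cdh13 was 83.1-fold (exact 95% counting interval 14.0 to 3371) higher, Smim18 73.8-fold (exact 95% counting interval 12.3 to 3007), Baiap2l1 47.3-fold (exact 95% counting interval 12.3 to 404), the calcium sensor Vsnl1 35.8-fold (exact 95% counting interval 9.10 to 308), and Lix1, with no UMI in PEP-like cells, at least 23.1-fold higher against a floor of 3 counts over the group. Lower were Gfra3, at 55.5-fold (exact 95% counting interval 9.78 to 2208) lower, Lamp5 at 37.7-fold (exact 95% counting interval 6.59 to 1506), the neuropeptide Cartpt at 36.0-fold (exact 95% counting interval 6.28 to 1438) and the retinoid carrier Crabp1 at 33.4-fold (exact 95% counting interval 5.81 to 1335), and Kcng1 and Ddit4l2, with no UMI in MAAC-like cells, were at least 11.0-fold and 7.94-fold lower. All 8 PEP markers were lower, as were all 5 measured genes of unmyelinated peptidergic neurons, and for both lists the adjusted p = 0.397 with an estimated correlation. The PEP markers were also used to name the PEP-like class, so their fall was favoured in advance. The unmyelinated list shares Tac1, Adcyap1, Trpv1, Gal and Npy1r with them and is no separate evidence. For markers of myelinated peptidergic neurons, Nefh and Cpne6 (2.18) were higher and Calca, Gfra3 and Ntrk1 (-1.27) lower (adjusted p = 0.517 with an estimated correlation). Over the list alone the counts were the same for all 3 lists. At 15 clusters Cdh13, Baiap2l1, Vsnl1, Lix1, Adgrg2, Pcp4l1, Lamp5, Cartpt, Crabp1 and Ddit4l2 gave no value against PEP-like neurons, and Baiap2l1 and Lix1 were among the leading genes of a separate unnamed cluster of 44 neurons. There, over 2 rats, 88 genes passed, and Ntrk1 (-0.60, adjusted p = 0.434) and Cpne6 (1.49, adjusted p = 0.187) did not (edgeR).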

The heatmap showed that the gene expression of MAAC was close to PEP (Figure 3A), and the distance between these two clusters on the UMAP plot also provides corroborative evidence (Supplementary Figure 2). Then, we reconstructed the pseudo-time trajectories and identify genes whose expression changed as the neurons underwent transition (Figures 3B,C). Genes in the neuronal switch process from PEP to MAAC were classified into four modules based on their expressing patterns (Figure 3C). GO enrichment analysis were used to analyze the biological processes of each gene module. Upregulated genes in Module 1 were associated with “cell morphogenesis,” including *Tgfb2, Tenm4, Hgf* , and *Atp2b2*. 

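Of these 4 genes, 2 had enough counts to be tested, and both were higher in MAAC-like than in other neurons. Atp2b2, a plasma membrane calcium pump, had a log2 fold change of 3.82 (standard error 0.74, adjusted p = 2.8e-04) and Tgfb2, a growth factor of the TGF-beta family, 1.71 (standard error 0.59, adjusted p = 0.0453) from edgeR over 4 rats (list test adjusted p = 0.275 with an estimated correlation; the counts were the same when adjusted over the list alone, and the study chose the list on these cells). Atp2b2 had a UMI in 17.9% of MAAC-like and 0.173% of PEP-like neurons, and Tgfb2 in 15.1% and 1.04%, at median depths of 3026 and 1645 UMIs. Hgf, hepatocyte growth factor, had a UMI in 6 of 106 MAAC-like cells and Tenm4, a teneurin, in 3 of 106, and thinned to 1000 UMIs per cell these were 2.00% and 0%. No gene of the 4 passed the filter for the test against PEP-like neurons. Tgfb2 also did not pass without control rat 2 (1.52), diabetic rat 1 without MA (1.43) or diabetic rat 3 with MA (1.44). At 15 clusters Tgfb2 did not pass (0.50, adjusted p = 0.986, edgeR over 2 rats). The pseudotime was not run again.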

Module 2 reflected the genes that were upregulated from a lower level across pseudo-time. These genes were enriched in “cell adhesion” and “regulation of neuron projection development.” Comparatively, the expression of genes related to “inflammatory response” eventually decreased. Notably, some genes involved in “sensory perception of pain” were downregulated, including *Ndn, Trpv1, Asic1, Aqp1* (Module 3), *Adcyap1, Trpa1, Npy1r, Oprk1, Tac1* (Module 4).

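Of the 9 pain genes named, 6 could be tested and all 6 fell in MAAC-like against PEP-like neurons (6 also when adjusted over the list alone; adjusted p = 0.397 with an estimated correlation; the study chose the list on these cells). Tac1 fell by 6.01 on the log2 scale (standard error 0.29, adjusted p = 2.0e-16), Adcyap1, the PACAP precursor, by 3.91, the capsaicin receptor Trpv1 by 2.39 and Ndn, necdin, by 0.90. Npy1r, a receptor of neuropeptide Y, was 29.2-fold (exact 95% counting interval 7.94 to 244) lower and the acid-sensing channel Asic1 9.24-fold (exact 95% counting interval 3.02 to 46.0) lower. Tac1, Adcyap1, Trpv1 and Npy1r were also markers used to name the PEP-like class, so their fall was favoured in advance. Trpa1, the water channel Aqp1 and the opioid receptor Oprk1 were too rare to test, with a UMI in 4.33%, 7.61% and 4.50% of PEP-like neurons and in 0, 1 and 0 of 106 MAAC-like neurons. In MAAC-like neurons Tac1 had a UMI in 25.5% of cells, near the 22.5% of SGC-like cells, at median depths of 3026 and 2902 UMIs. Of 8 nociceptor channels and receptors, 2 rose, the touch channel Piezo2 (2.22) and Trpm8 (1.63), and 4 fell (adjusted p = 0.517 with an estimated correlation). Of 12 neuropeptide and granule genes, 3 rose, among them Nmb (1.25) and the granule protein Chga (1.57), and 7 fell, among them Gal, 24.7-fold (exact 95% counting interval 8.31 to 121) lower (adjusted p = 0.451 with an estimated correlation). Both counts were the same over the list alone. At 15 clusters Asic1 could not be tested and Scg2 went from -0.81 to 0.04 (adjusted p = 0.958, edgeR over 2 rats).

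**Figure D2:**
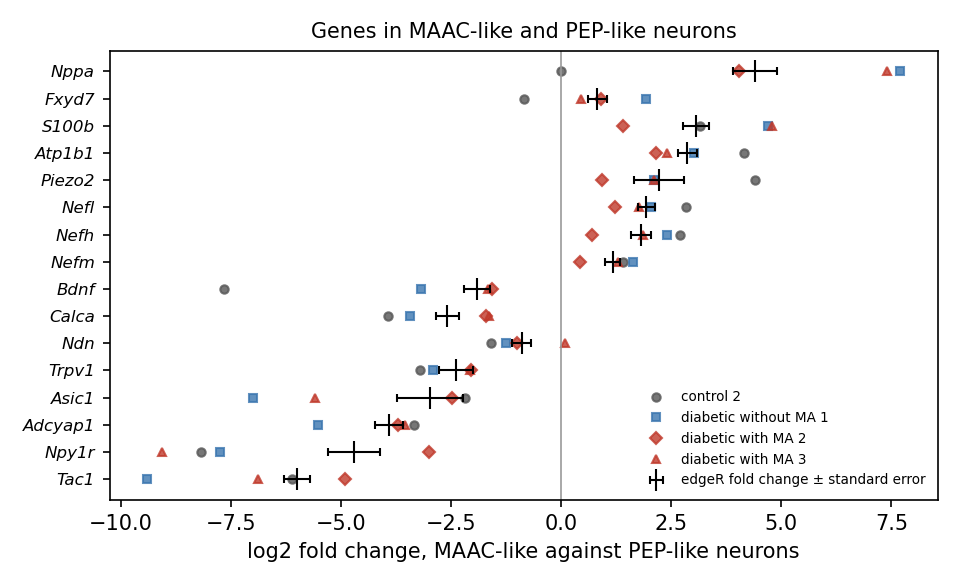
Log2 fold change of MAAC-like against PEP-like neurons (axis of values) for 16 genes, with 1 point per rat for control rat 2, diabetic rat 1 without MA and diabetic rats 2 and 3 with MA, and the edgeR value with its standard error. The neurofilament genes Nefl, Nefh and Nefm lie above 0, and Calca, Trpv1, Adcyap1, Npy1r and Tac1 below it.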

**Figure 3:**
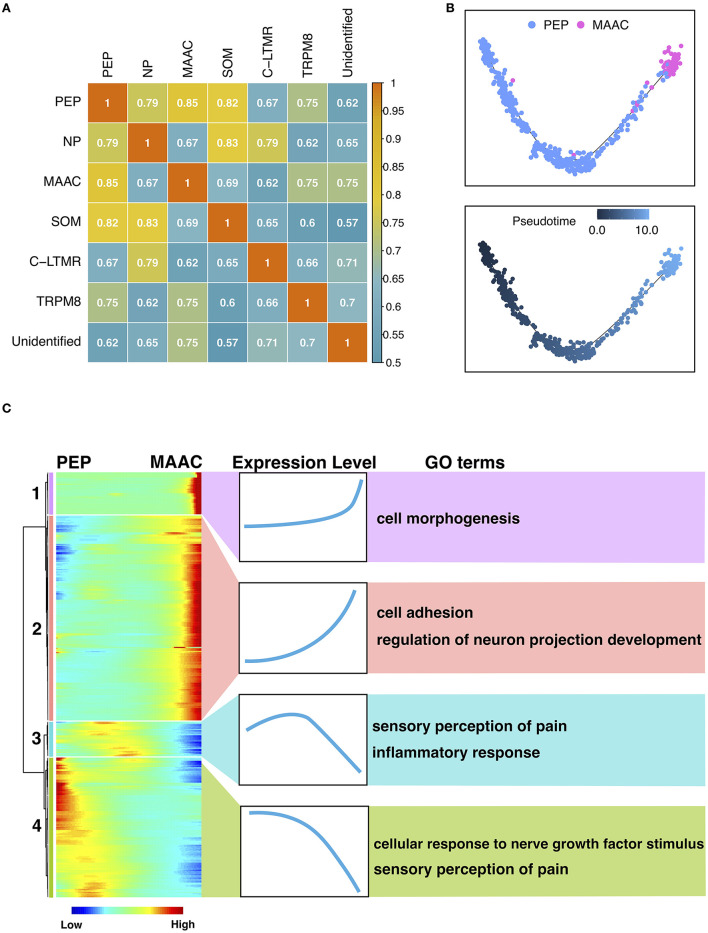
The origin and transition of MAAC. **(A)** Heatmap shows the Pearson correlation of each neuron cluster based on their genes expression files. **(B)** Pseudo-time trajectories show the fate of MAAC originated from peptidergic nociceptors (PEP). Dot, cells; colors, neuron clusters or pseudotime. **(C)** Heatmaps show the DEGs clustered based on their dynamic expression characteristic, which were shown in pseudo-time from PEP to MAAC.

### Pivotal Regulons Involved in Neuron Type Transition

The SCENIC analysis was performed to identify the critical regulators and to reconstruct gene regulatory network. The binary regulon activity matrix was generated and two MAAC-specific regulons, *Hobx7* and *Lar1p*, were identified (Figure 4A). 

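Both genes were rare in these cells. Hoxb7, a homeobox transcription factor, had a UMI in 10 of 106 MAAC-like neurons (9.43%), 10.8% of TRPM8-like, 3.11% of PEP-like and 0.195% of NP-like neurons. It was also found in 14.9% of VEC-like and 6.09% of SGC-like cells, and thinned to 1000 UMIs per cell in 3.00% of MAAC-like, 1.29% of PEP-like and 2.07% of SGC-like cells. Larp1, an RNA-binding protein that controls translation, had a UMI in 3 of 106 MAAC-like neurons (2.83%), 3.35% of SOM-like, 0.934% of NP-like and 0.519% of PEP-like neurons and 0.891% of SGC-like cells. Neither passed the count filter of the edgeR tests. Regulon activity was not computed here, and the values describe the expression of the 2 genes.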

The binary t-SNE plot showed that these TFs were expressed and activated in MAAC (Figure 4B). Other TFs like *Fosb, Cebpd, Fosl1, Junb*, and *Ddit3* had broad expression patterns. They were mainly expressed and activated in PEP and MAAC. In addition, we constructed the gene regulatory network of *Hobx7* and *Lar1p* (Figure 4C). 

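Of the 5 genes, 4 were found in both PEP-like and MAAC-like neurons, and all but Ddit3 were in a larger share of SGC-like cells than of either class. Fosb, an immediate early gene, had a UMI in 7.55% of MAAC-like, 4.15% of PEP-like, 3.35% of NP-like and 15.7% of TRPM8-like neurons, and in 53.8% of SGC-like cells. Cebpd had one in 8.49%, 6.23% and 3.97% of MAAC-like, PEP-like and NP-like neurons and in 69.9% of SGC-like cells. Junb had one in 5.66%, 6.92% and 4.05% of the same classes and in 73.6% of VEC-like cells. Fosl1 was in 0 of 106 MAAC-like neurons, which allows up to 2.83%, and in 1.73% of PEP-like neurons and 37.4% of SGC-like cells. Ddit3, a stress response factor, was the most frequent, in 51.9% of MAAC-like, 21.8% of PEP-like and 25.1% of NP-like neurons, and thinned to 1000 UMIs in 19.0%, 12.3% and 17.0%. None of the 4 that could be tested against other neurons passed (Ddit3 0.45, Fosb -0.64, Cebpd -0.69, Junb -1.20 on the log2 scale; 0 of 4 also over the list alone; adjusted p = 0.650 with an estimated correlation), and against PEP-like neurons Ddit3, the only one tested, was at 0.70 (standard error 0.25, adjusted p = 0.0622) (adjusted p = 0.517 with an estimated correlation) and did not pass. Over a list of 1 gene the p of edgeR stays unadjusted, so that it was under 0.05 there adds nothing. Of 16 immediate early genes, which tissue dissociation also induces, 3 were lower in MAAC-like than in other neurons and none higher, Fos (-1.51) and Jun (-0.998) among them (10 lower when adjusted over the list alone; adjusted p = 0.275 with an estimated correlation).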

We observed that *Hobx7* regulated the most DEGs of MAAC, including genes with high expression level, like *Atp1b1* and *S100b*. However, *Larp1* only regulated the expression of *Gap43* and *Arid5b*. Thus, *Hobx7* could serve as a critical regulator in the formation of MAAC.

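S100b, a calcium-binding protein abundant in glia, was at 3180.1 ± 1230.1 CPM (SD, n = 4 rats) in MAAC-like and 334 ± 269 CPM (SD, n = 8 rats) in PEP-like neurons and 5442 ± 1093 CPM (SD, n = 8 rats) in SGC-like cells. Its log2 fold change in MAAC-like neurons was 3.28 (standard error 0.32, adjusted p = 9.5e-10) against other neurons and 3.07 (standard error 0.30, adjusted p = 3.1e-09) against PEP-like neurons, from edgeR over 4 rats. Atp1b1 was at 2.87 (standard error 0.21, adjusted p = 1.1e-11) against PEP-like neurons. S100b changed with how finely the cells were clustered: at 15 clusters it marked a separate cluster of 44 cells with Atp1b1 and Baiap2l1. In the MAAC-like cells led by Nppa, tested in 2 rats with edgeR, its log2 fold change was 0.45 against other neurons (adjusted p = 0.789) and 0.76 against PEP-like neurons (adjusted p = 0.281).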

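Gap43, a growth cone protein of regenerating axons, was at 1703 ± 937 CPM (SD, n = 4 rats) in MAAC-like, 1734 ± 259 CPM (SD, n = 8 rats) in PEP-like and 832 ± 116 CPM (SD, n = 8 rats) in NP-like neurons. Its log2 fold change in MAAC-like neurons was 0.54 (standard error 0.19, adjusted p = 0.0517) against other neurons and -0.16 (standard error 0.22, adjusted p = 0.741) against PEP-like neurons from edgeR, and neither passed. Arid5b, a chromatin regulator, had a UMI in 24.5% of MAAC-like and 7.96% of PEP-like neurons and in 71.9% of SGC-like cells, with log2 fold changes of 0.46 (standard error 0.33, adjusted p = 0.431) and 0.91 (standard error 0.40, adjusted p = 0.149). In the narrower MAAC-like cluster at 15 clusters, tested in 2 rats, Gap43 passed edgeR's test. It was at 1.32 (adjusted p = 0.00275) against other neurons and 0.67 (adjusted p = 0.0455) against PEP-like neurons.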

**Figure 4:**
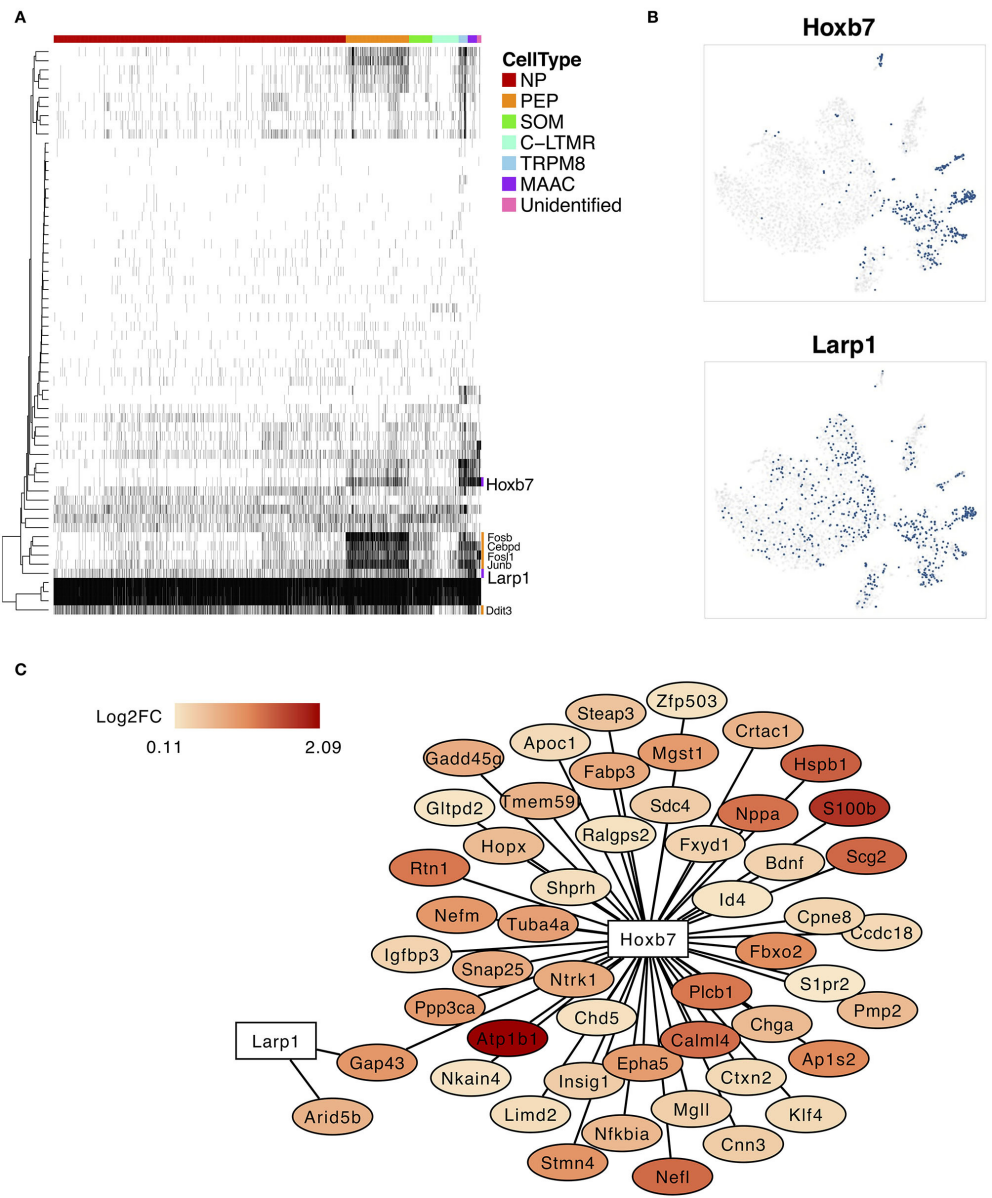
Specifically expressed transcription factors and regulatory network of MAAC. **(A)** The binary heatmap shows the activity of inferred transcription factors in different neuron clusters. **(B)** t-SNE plots show the activities cells distribution of two specific expressed regulons of MAAC. Dots, individual cells; colors, activated cells. **(C)** Gene regulatory networks of *Hobx7* and *Larp1* inferred by single-cell regulatory network inference and clustering (SCENIC). Colors indicated the log2FC of DEGs of MAAC.

### Intercellular Communication Analysis of MAAC

The intercellular communication was inferred based on the information of L-R pairs in CellChat database (Jin et al., 2021). The numbers of interactions between cell clusters were calculated (Figures 5A,B). There is a close link between MAAC and SGC, but not between other neuron clusters (Figures 5A,B). Then, we compared the outgoing and incoming interaction strength of each cell type (Figure 5C). The interaction strength of glia appeared to be greater than other cells, and the strength of MAAC was obviously greater than their PEP cluster origin. To identify the ligands or receptors involved, we respectively compared the communication probabilities mediated by L-R pairs between MAAC and other cells (Figures 5D,E). Only the L-R pairs with the most pronounced changes (*p*-value < 0.05) were displayed. 

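Ptn, pleiotrophin, a secreted growth factor, was at 845 ± 406 CPM (SD, n = 4 rats) in MAAC-like, 386 ± 187 CPM (SD, n = 8 rats) in PEP-like and 7715 ± 1722 CPM (SD, n = 8 rats) in SGC-like cells. Its log2 fold change in MAAC-like neurons was 0.94 (standard error 0.19, adjusted p = 5.1e-04) against PEP-like neurons and 0.60 (standard error 0.21, adjusted p = 0.0431) against other neurons, from edgeR over 4 rats. Thinned to 1000 UMIs, Ptn was found in 48.0% of MAAC-like, 34.7% of PEP-like and 22.9% of NP-like neurons and 99.4% of SGC-like cells. Of 7 measured ligand and receptor genes that the paper names, Ptn was the only one higher in MAAC-like than in other neurons, and 3 were lower: Calcb (-1.15), Bdnf (-1.55) and Calca (-0.77) (1 and 4 when adjusted over the list alone; adjusted p = 0.406 with an estimated correlation; the study chose the list on these cells). The direction for Calca turned with the clustering: 0.168 with no integration, 0.0534 with 20 principal components and -0.0985 (adjusted p = 0.994, edgeR over 2 rats) at 15 clusters. CellChat probabilities were not computed here.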

When MAAC served as the signal source, communication probabilities of PTN ligand were prominent. MAAC may communicate with SGC and PSGC *via Ptn-Sdc4, Ptn-Ptprz1, Ptn-Ncl*, and *Bdnf-Ntrk2*. 

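The receptor genes were expressed in the glial classes. Sdc4, a syndecan, had a UMI in 83.6% of SGC-like and 71.4% of PSGC-like cells, against 11.3% of MAAC-like neurons, and was at 1303 ± 483 CPM (SD, n = 8 rats) in SGC-like cells. Ptprz1, a receptor phosphatase that binds Ptn, had one in 47.9% of SGC-like and 74.3% of PSGC-like cells against 2.63% of neurons. Ntrk2, the receptor of BDNF, had one in 59.9% and 60.0% of these cells, 16.0% of MAAC-like and 2.60% of PEP-like neurons. Its ligand Bdnf was lower in MAAC-like than in PEP-like neurons, by 1.92 on the log2 scale (standard error 0.29, adjusted p = 1.3e-05 from edgeR), at 88.7 ± 90.4 CPM (SD, n = 4 rats) against 468 ± 307 CPM (SD, n = 8 rats). Against PEP-like neurons 1 of 6 measured ligand and receptor genes was higher and 3 lower, also over the list alone (adjusted p = 0.398 with an estimated correlation). At 15 clusters Bdnf did not pass (-1.70, adjusted p = 0.0564, edgeR over 2 rats).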

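Calcrl, the receptor of CGRP, was largely endothelial: it had a UMI in 38.7% of VEC-like cells, 8.62% of fibroblast-like cells, 0.295% of neurons and 0.198% of SGC-like cells, and was at 287 ± 108 CPM (SD, n = 7 rats) in VEC-like cells. Its ligand gene Calca, which encodes CGRP, was at 3847 ± 2387 CPM (SD, n = 4 rats) in MAAC-like and 24524 ± 5049 CPM (SD, n = 8 rats) in PEP-like neurons, a fall of 2.59 on the log2 scale (standard error 0.26, adjusted p = 5.3e-09 from edgeR). Calcb, which encodes beta-CGRP, was at 915 ± 248 CPM (SD, n = 4 rats) and 3157 ± 419 CPM (SD, n = 8 rats), a fall of 1.72 (standard error 0.18, adjusted p = 8.4e-09). Thinned to 1000 UMIs, Calca was found in 72.0% of MAAC-like neurons and 23.5% of SGC-like cells, and Calcb in 47.0% and 10.5%.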

The communication between MAAC and VEC was mediated by *Calcb-Calcrl* and *Calca-Calcrl* in low communication probabilities. Besides, MAAC could communicate with microglia and VSMC by *Ptn-Ncl*. 

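Ncl, nucleolin, a ribosome assembly protein also found at the cell surface, had a UMI in 88.6% of the 44 microglia-like or macrophage-like cells and 87.9% of the 58 fibroblast-like cells, which include the cells with smooth muscle genes. It was as frequent elsewhere, in 95.7% of SGC-like cells. Ptn itself had a UMI in 43.2% of microglia-like or macrophage-like cells, at a median depth of 1834.5 UMIs.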

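Ncl was found in every class of cell, at 1289 ± 204 CPM (SD, n = 4 rats) in MAAC-like, 1177 ± 282 CPM (SD, n = 8 rats) in NP-like, 2501 ± 1034 CPM (SD, n = 8 rats) in SGC-like and 3581 ± 1529 CPM (SD, n = 6 rats) in Schwann-like cells. Its log2 fold change in MAAC-like neurons was -0.18 (standard error 0.14, adjusted p = 0.466) against other neurons and -0.08 (standard error 0.16, adjusted p = 0.822) against PEP-like neurons, and neither passed edgeR's test over 4 rats. Thinned to 1000 UMIs, it was found in 66.0% of MAAC-like and 64.0% of NP-like neurons.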

When MAAC served as the signal target, the *Ncl* receptor was playing an important role. 

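Ligands of Ncl came mostly from glia and endothelium in these cells. Mdk, midkine, the relative of Ptn, had a UMI in 33.3% of SGC-like, 37.1% of PSGC-like, 17.4% of Schwann-like and 17.2% of fibroblast-like cells, and in 0 of 106 MAAC-like neurons. Its level in SGC-like cells was 149.9 ± 36.3 CPM (SD, n = 8 rats). Ptn had a UMI in 99.5% of SGC-like, 95.0% of Schwann-like and 94.9% of VEC-like cells, at 4536 ± 1099 CPM (SD, n = 7 rats) in the last.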

The biologic behavior of MAAC may be regulated by *Ptn-Ncl* and *Mdk-Ncl*.

**Figure 5:**
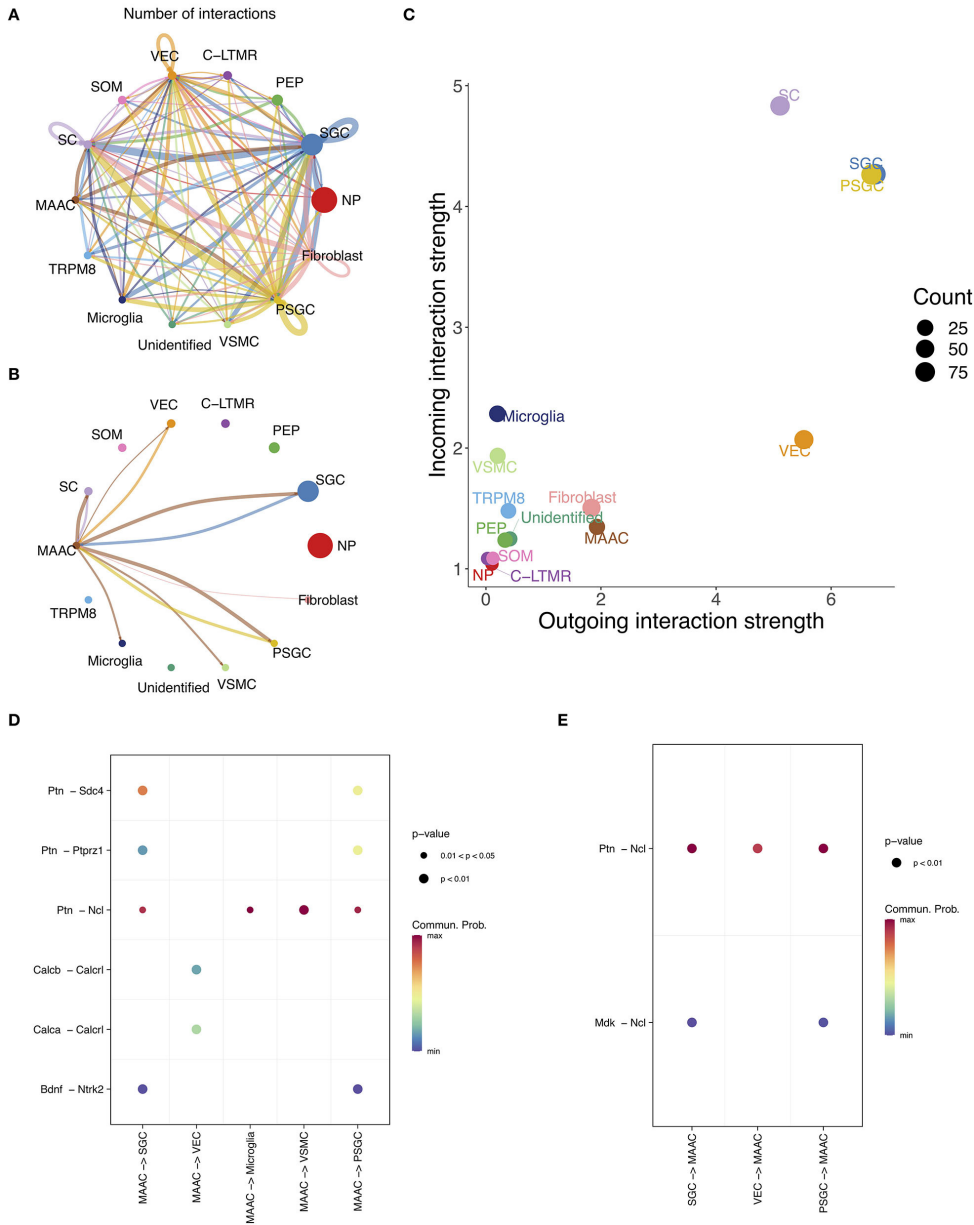
The intercellular communication of MAAC. **(A)** Intercellular communication network reflects the number of interactions between clusters. Nodes, neuronal clusters; node size, cell counts; edge width, number of interactions. **(B)** Intercellular communication network shows the number of interactions between MAAC and other neuron clusters. Nodes, neuronal clusters; node size, cell counts; edge width, number of interactions. **(C)** Dot plot shows the incoming and outgoing strength of each cell type. The outgoing /incoming interaction strength is defined by the comprehensive communication probability between the signal sending /target cells and all cell types. **(D)** Dot plot shows the communication probabilities of ligand-receptor pairs when MAAC are sender cells. Only the ligand-receptor pairs with significant changes (*p* <0.05) are shown in the picture. Commun. Prob, communication probability. The communication probability here equals to the interaction strength and is not exactly a probability. Dot color means communication probabilities and dot size represents computed p-values. **(E)** Dot plot shows the communication probabilities of ligand-receptor pairs when MAAC serves as target cells.

## Discussion

Dorsal root ganglia are vulnerable in diabetes due to lack of the protection of blood-nerve barrier. Injured somatosensory neurons could be an important trigger for pain. Here, using scRNA-seq, we generated a cell-type specific transcriptome atlas and revealed the complexity of the cellular landscape inside DRG tissues. Then, we identified a PDPN-related cluster MAAC and their origin. The transcriptomic characteristics of neuron type transition and pivotal regulons were demonstrated. Finally, we constructed the intercellular communication networks and revealed associated L-R pairs.

In the current study, we used STZ-induced diabetic rats to evoke MA. The extent of nerve damage exhibited individual differences among diabetic rodent models. In detail, in the same batch, the PWT of some rats dropped below 1.4 g, while some still stayed above 15 g on Day 28 after STZ injection. We compared L5 DRG cells from mechanically sensitive (diabetes with MA; PWT ≤ 8 g), insensitive rats (diabetes without MA; PWT ≥ 15 g), and normal rats.

Traditionally, DRG neuron classification was based on size and neuron-type genetic marker, but they were not always consistent with the functional heterogeneity of DRG neurons (Murray and Cheema, 2003). In contrast, comprehensive transcriptome analysis of scRNA-seq data can classify neurons in an unbiased manner. Usoskin et al. (2015) clustered mice L4-L6 DRG neurons into PEP, NP, and neurofilament-containing and tyrosine hydroxylase-containing clusters. Subsequently, these clusters were further classified into 11 subtypes including thermosensitive, itch sensitive, low-threshold mechanosensitive, and nociceptive neurons, etc. Compared with this study, we also identified cold thermoreceptors (TrpM8), C-LTMR, and SOM neurons which expressed the itch-related biomarker Il31ra. The SOM was named NP3 in the study of Usoskin et al. (2015). Because it expressed both peptidergic and non-peptidergic neuronal markers, and the distance in space is relatively independent in the t-SNE plot, we think it is more reasonable to label it as SOM. Kupari et al. (2021) classified macaques' primate DRG sensory neurons. The results of their neuron subtypes identification were broadly consistent Usoskin et al.'s (2015). A difference was that *Nefh*^+^ neurons were not clustered into one subcluster as NF cluster in the latter, which was closer to our classification result.

In previous single-cell or single-nucleus sequencing studies of different models of pain, injury-related subpopulations of neurons have been reported (Nguyen et al., 2019; Renthal et al., 2020; Wang et al., 2021). In the present study, we found that a new neuron type appeared in the development of PDPN, namely, MAAC (*Fxyd7*^+^*/Atp1b1*^+^), and identified the transcriptomic characteristics, origin, transition, and intercellular communication of them. Two DEGs with the highest fold change were considered as the biomarkers of MAAC. Interestingly, they are both closely associated with the NKA, and the dysfunction of NKA has been reported in patients with DPN (Vague et al., 1997; Krishnan et al., 2008). *Fxyd7* proven to be a regulator of NKA isozymes, which could significantly affect the apparent affinity for extracellular K^+^ of NKA α1–β1 complexes (Béguin et al., 2002). The paralog of *Fxyd7* and *Fxyd2* could regulate neuronal activity by modulating NKA activity, which may be a fundamental mechanism underlying the persistent hypersensitivity to pain (Wang et al., 2015). *Atp1b1* encodes the protein of NKA family. Its paralog, *Atp1b3*, has been reported to be involved in the formalin pain behavior (LaCroix-Fralish et al., 2009).

The enrichment analysis investigated multiple processes of MAAC. Some processes with high significance were involved in neurofilament and cytoskeleton, including “regulation of cell shape,” “neurofilament bundle assembly,” and “neurofilament cytoskeleton organization.” The mechanisms of how the cytoskeleton affects mechanical nociception are not fully understood, but it is known that through cytoskeleton force, it can be transmitted to cell membrane receptors, making them more responsive to pressure (Ingber, 2006). Bhattacherjee et al. (2017) reported that ganglion cytoskeletal genes were critical in determining mechanosensory properties in Rett syndrome. In addition, Dina et al. (2003) suggested that inflammatory mediator-induced MA was differentially dependent on the neuron cytoskeleton and that cytoskeletal disruptors could attenuate epinephrine-induced hyperalgesia in rat paws. Thus, activated cytoskeletal genes are another important feature of MAAC.

Our results suggested MAAC could originate from PEP by the alteration of gene expression profiles. The similar cellular transition was found in spared nerve injury (SNI) models. Wang et al. (2021) found three novel neuronal clusters induced by SNI. Most of them originate from the peptidergic neuron cluster. Then, through tracing the inferred trajectories, the dynamic characteristics were revealed. Notably, some enriched genes in sensory perception of pain were downregulated during MAAC formation. A similar phenomenon was also present after SNI injury (Wang et al., 2021). Further, based on the binary heatmap of regulon activity, we found the fate of MAAC could be determined by *Hobx7* and *Larp1*. *Hobx7* played a dominant role and was involved in the regulation of many DEGs of MAAC.

Next, the cellular communication activity of MAAC was inferred, and we found abundant communication relationships between MAAC and SGC and endothelial cells and microglia. Soma of neurons could not form synaptic contact with one another (Pannese, 1981), and each soma is tightly enwrapped by SGC. Therefore, the interactions of MAAC with other neurons were not found, and how hyperglycemia influences the signaling between SGC and neurons should be of particular concern. Both MAAC and SGC can send or receive signals to or from each other *via Ptn-Ncl*. SGC can also influence MAAC *via Mdk-Ncl*. *Ncl* encodes nucleolin, which is involved in the synthesis and maturation of ribosomes (Hirano et al., 2005). Previous studies have pointed out that nucleolin in neuronal cell bodies can restrict axon growth (Perry et al., 2016). Hence, we hypothesize that SGC may regulate abnormal axon growth through *Ptn-Ncl* and *Mdk-Ncl* in PDPN.

In summary, the present study reveals the single-cell transcriptomic alterations of somatosensory neurons in PDPN, identifies a novel neuron type MAAC, and investigates the novel neuron type's transcriptomic characteristics, origin, transition trajectory, regulons, and cellular communication. Thus, the study's findings advanced our current understanding of PDPN and neuropathic pain, which can be a resource for developing pain therapy. However, there were some limitations in the present study. For example, further basic experiments are needed to validate our results, and how the novel cluster MAAC induces pain symptom remains to be further clarified.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

## Ethics Statement

The animal study was reviewed and approved by the Ethics Committee, Ninth People Hospital Affiliated to Shanghai Jiao Tong University School of Medicine.

## Author Contributions

HZ and XY built models, collected specimens, analyzed data, and wrote the manuscript. CL and HC analyzed data. YW, BX, and FM contributed to the discussion. WZ reviewed the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by the National Natural Science Foundation of China (Grant No. 81771320).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher's Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: The Development of Mechanical Allodynia in Diabetic Rats Revealed by Single-Cell RNA-Seq
**Source:** Front Mol Neurosci. 2022 May 20;15:856299. doi: 10.3389/fnmol.2022.856299
**Supplement:** Supplementary file 1

Supplementary Material

# Supplementary Figures and Tables

## Supplementary Figure 1

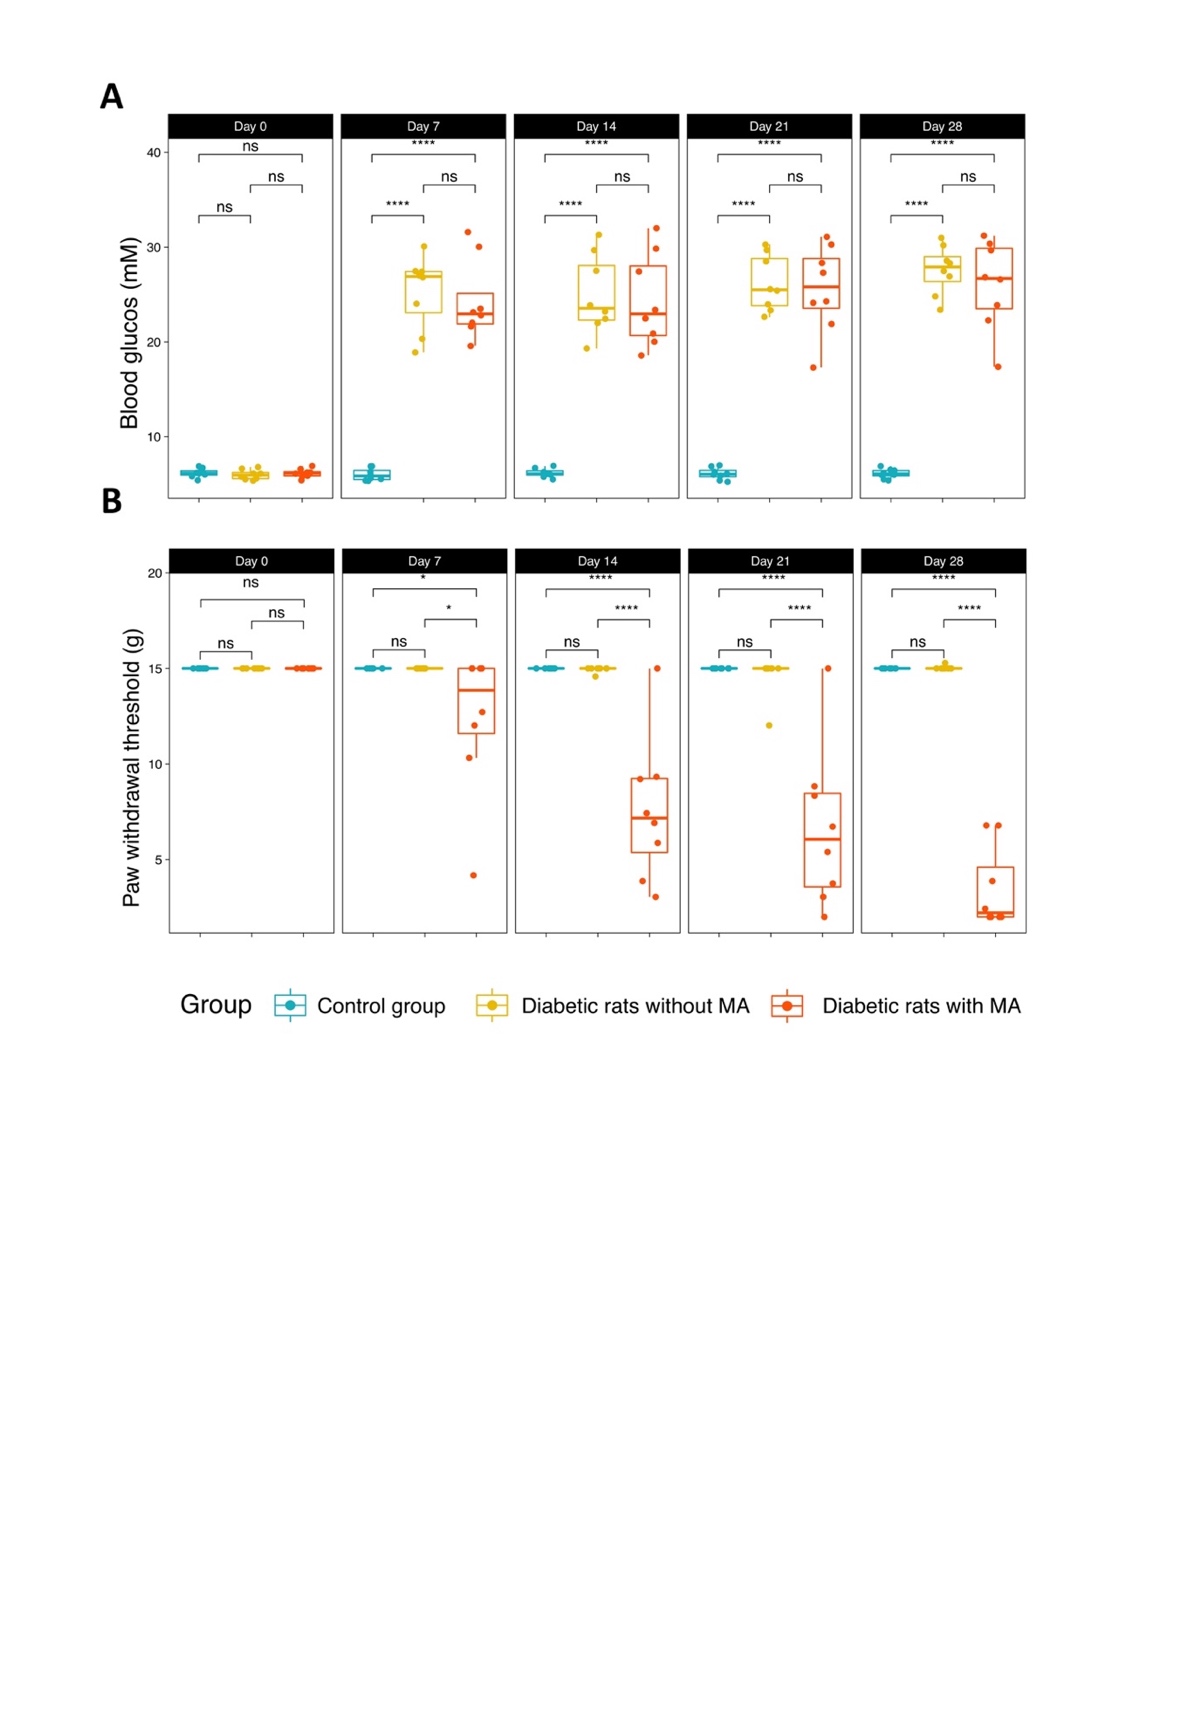

**Supplementary Figure 1.** **The development of mechanical allodynia in diabetic rats.**

The blood glucose and the 50% paw withdraw mechanical threshold were valuated every week after STZ injection.

1. Blood glucose levels of rats in different groups. (n = 8)
2. Mechanical allodynia is shown as the 50% paw withdraw mechanical threshold. (n = 8).

*,p ＜ .05; **,p ＜ .01; ***,p ＜ .001; ****,p ＜ .0001; ns, no significant.

N, normal; DM, diabetes mellitus; PDPN, painful diabetic peripheral neuropathy.

## Supplementary Figure 2

**Supplementary Figure 2.**  **UMAP plot of neuronal clusters.**

UMAP plot shows all neurons are clustered in different clusters. The Euclidean distance between MAAC and PEP is the shortest. Dots, individual cells; colors, neuron clusters.

## Supplementary Table 1

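Supplementary Table 1 counts neurons, not shares: each cell gives the number of neurons of 1 class that passed the filters, summed over the rats of a group. Its columns therefore depend on how many rats a group holds and how many neurons each rat gave, and classes are compared between groups by their share of each rat's neurons.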

The number of neurons in different groups of each neuronal cluster. NP, non-peptidergic nociceptors; PEP, peptidergic nociceptors; SOM, somatostatin-positive neurons; C-LTMR, C-fiber low-threshold mechanoreceptors; TRPM8, Trpm8-positive neurons; MAAC, MA-associated clusters.

| Cluster | Control group | Diabetic rats without MA | Diabetic rats with MA |
| --- | --- | --- | --- |
| NP | 1213 | 525 | 980 |
| PEP | 290 | 83 | 216 |
| SOM | 128 | 23 | 65 |
| C-LTMR | 97 | 49 | 100 |
| TRPM8 | 26 | 25 | 33 |
| MAAC | 5 | 18 | 62 |
| Unidentified | 15 | 10 | 16 |
| All | 1774 | 733 | 1472 |

## Supplementary Table 2

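Supplementary Table 2 lists 123 genes, each with an average log2 fold change of MAAC over all other neurons, and the smallest value in it is 0.255. Its test takes single cells as replicates. All 123 genes were found in the deposited counts. Over the MAAC-like cells 115 had a mean above that of other neurons, and in the MAAC-like cells at 15 clusters, which Nppa and Ly6h led, 117 had one. These means pool the rats: among the 115, Pmp2 and F12 were higher in 0 of 4 rats, and Fxyd7 and Atp1b1 in 4 of 4.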

DEGs of MAAC with log2FC > 0.25 and adj. p. value < 0.05. DEGs was calculated between MAAC and other neuronal clusters. The pct.1 means the percentage of cells in the cluster where the gene is detected. The pct.2 means the percentage of cells on average in all the other clusters where the gene is detected.

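Both percentages count cells with at least 1 UMI, so they rise with the depth of a cell: MAAC-like neurons had a median of 3026 UMIs and all other neurons 1580. Ncl, present in most cells, shows the effect of depth alone: a UMI was found in 89.6% of MAAC-like and 72.0% of other neurons, and after thinning to 1000 UMIs per cell in 66.0% and 66.2%.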

## Supplementary Table 3

Enrichment results of Gene Ontology (GO) biological processes using DAVID. The cutoff is FDR < 0.3.

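Supplementary Table 3 gives, for each GO term, the DEGs of MAAC that belong to it and its fold enrichment from DAVID. Its term with the highest fold enrichment, neurofilament bundle assembly, rests on Nefl, Nefm and Nefh, the 3 chains of the neurofilament. A false discovery rate limit of this size admits more false terms than the usual limit on adjusted p values for genes. The enrichment was not run again here.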

| GO | Term | Count | Genes | Fold_Enrichment | FDR |
| --- | --- | --- | --- | --- | --- |
| GO:0033693 | neurofilament bundle assembly | 3 | Nefl, Nefm, Nefh | 160.8715596 | 0.04557122 |
| GO:0031623 | receptor internalization | 5 | Gria2, Calca, Cd9, Ezr, Snca | 19.15137615 | 0.04557122 |
| GO:0008360 | regulation of cell shape | 7 | Palmd, Tpm1, S100a13, Ptn, Arhgap15, S100b, Ezr | 8.937308869 | 0.04557122 |
| GO:0045110 | intermediate filament bundle assembly | 3 | Nefl, Nefm, Nefh | 80.43577982 | 0.09837652 |
| GO:0061564 | axon development | 3 | Gap43, Nefm, Nefh | 53.62385321 | 0.19460891 |
| GO:0060052 | neurofilament cytoskeleton organization | 3 | Nefl, Nefm, Nefh | 48.26146789 | 0.19460891 |
| GO:0045926 | negative regulation of growth | 3 | Mt2a, Igfbp5, Mt1 | 40.21788991 | 0.25351489 |
| GO:0016126 | sterol biosynthetic process | 3 | Cyb5r1, Insig1, Msmo1 | 37.12420607 | 0.26152876 |
| GO:0043524 | negative regulation of neuron apoptotic process | 6 | Ntrk1, Nrp1, Bdnf, Nefl, Mt1, Snca | 6.109046568 | 0.26152876 |
| GO:1990090 | cellular response to nerve growth factor stimulus | 4 | Ntrk1, Calca, Bdnf, Stmn2 | 12.86972477 | 0.28609613 |
| GO:0060291 | long-term synaptic potentiation | 4 | Snap25, Ptn, S100b, Snca | 12.61737723 | 0.28609613 |
| GO:0021510 | spinal cord development | 4 | Nefl, Nefm, Ptn, Nefh | 12.37473536 | 0.28609613 |

How the deposited data were processed for this re-analysis (not part of the article)

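The samples were the L5 DRGs of 8 male rats on day 28 after 60 mg/kg STZ or vehicle: 2 control rats, 2 diabetic rats without MA and 4 diabetic rats with MA, 1 GEXSCOPE library per rat. The label of 1 library, that of diabetic rat 4 with MA, gives no disease state, and its condition was taken from its title. The deposited values are UMI counts per gene and barcode, which the authors made with FastQC, fastp, STAR 2.5.3a and featureCounts 1.6.2 on rn6 with the Ensembl 92 annotation. The 8 tables hold 20730 genes in any and 12923 in every table, with no filter on barcodes by gene number, and how barcodes were called is not stated in the paper or its supplement. Gene names were used as the tables give them, and a reference table of another assembly, GRCr8, served only to look up names.

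Cells with 200 to 2500 genes and at most 10% of UMIs from mitochondrial genes were kept, the limits included. Values were log-normalized to 10000 per cell in Seurat 5.3.0 (R 4.3.3), 2000 variable genes were chosen, the rats were integrated by CCA and 30 principal components were used. All cells were clustered first, and each cluster was named after the marker list with the highest score. Neurons were then clustered again at the lowest resolution on a grid of 0.1 that gave at least 11 clusters, since the paper states no resolution. A neuron cluster stayed unnamed when its best score was low or rested on fewer than 3 detected markers, when another type held more of its 10 leading genes, or when it was shallow with none of its class's markers among them. The marker lists were written before the data were examined, the limits of this naming after. The paper ran Seurat 4.0.4, and the clusters here are not its clusters.

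Shares of cells per rat were compared with two-sided exact permutation tests, with the rat as the replicate, and exact binomial 95% intervals per rat cover counting error only. The design allows no p under 0.0667 for 4 rats against 2 and under 0.333 for 2 against 2. For genes, UMIs were summed per rat and class and tested with edgeR 4.0.16 (TMM, filterByExpr, quasi-likelihood test, adjusted p under 0.05 by Benjamini-Hochberg). Standard errors beside edgeR values are the absolute log2 fold change divided by the square root of the F statistic of this test. They were not fitted directly and are rough for genes with few counts. MAAC-like neurons were compared with PEP-like and with all other neurons within the same rats, the rat as a block, in rats with at least 10 cells of each. These were 4 rats in the main setting and 2 at 15 clusters, diabetic rat 1 without MA and diabetic rat 2 with MA. A call lost or gained at 15 clusters therefore reflects both other cells and fewer rats. The 3 groups of rats were compared in neurons and in SGC-like cells in 1 model each, so groups of 2 rats share the spread of all 8. A count of 0 was set to a floor of 3 counts over the group, and a gene with 1 to 3 UMIs in a group is given as a ratio of UMIs per total with an exact counting interval.

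Shares of cells with a UMI depend on depth, so each cell of at least 1000 UMIs was also thinned to 1000. Gene lists were tested with camera in limma 3.58.1 with an estimated correlation between genes, adjusted over the lists of a comparison. Of 24 gene lists and 19 marker lists of cell types, those with measured members were tested. Lists that the study chose on these cells (Supplementary Table 2, the genes marked in Fig. 2C, Module 1, pain genes, transcription factors, ligands and receptors) are not independent of them. Marker lists that named the classes, and lists that share genes with these, are not independent of the classes.

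Genes named in the text are those the paper names, the 10 genes with the largest fold change in Supplementary Table 2 with Fxyd1 and Atp2b4, up to 10 genes per direction and comparison with the largest change among those with an adjusted p under 0.05, a mean of at least 20 CPM and, in comparisons within rats, the same sign in every rat, and up to 4 genes per list with the smallest p. The paper's table values had been seen when this rule was written. Genes named outside it were chosen after their values were seen: Nppa, Chp2 and other leading genes of clusters, cell type markers, and the members of a list counted in the same sentence.

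Both tools were tested on simulated data with 200 genes changed by 2-fold or 8-fold. For neurons of rats with MA against control rats, edgeR recovered 7.07% of the 2-fold and 83.87% of the 8-fold changes over 6546 genes with 3 false calls, and DESeq2 1.42.0 recovered 18.18% and 83.87% with 13 false calls. For neurons of diabetic rats without MA against control rats over 6622 genes, edgeR recovered 4.12% and 73.4% with 2 false calls. For SGC-like cells of rats with MA against control rats over 5217 genes, it recovered 7.69% and 93.48% with 5 false calls. For MAAC-like against PEP-like neurons over 1881 genes, it recovered 73.91% and 98.92% with 4 false calls. Changes of 2-fold between groups of rats would therefore mostly be missed.

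Alternatives set before the data were examined were DESeq2, edgeR with RLE size factors, no filter on low counts, leaving out each rat, no upper limit on genes, a mitochondrial limit of 20%, doublets removed (scrublet as in scanpy 1.11.5), no integration, 20 principal components, at least 15 neuron clusters, clustering without the genes of Supplementary Table 2, other measures of correlation, at least 5 cells per rat and class, the replicate number as a block, and camera with a preset correlation of 0.01. The closing section gives their main effects. For the mitochondrial limit of 20% only the cells kept were counted, 7054 of 8765 barcodes, and nothing was clustered or tested. Pseudotime, regulon activity, cell communication and GO enrichment were not computed, and the paper's behavioural and blood glucose data were not used here.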

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

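Chosen only after the result was seen were the test of whether MA raises the MAAC-like share in every rat, the test of S100b against RNA of satellite glia, other seeds of the doublet caller, and the swaps of class labels within rats.

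In diabetic rat 4 with MA, Schwann-like cells, which express Mpz, were 0.528% of cells, far below the 5.63%, 5.68% and 6.27% of the other 3 rats with MA, a gap larger than chance mostly gives in a group of 4. Chance marks about 1 in 20 groups, and 1 of 19 groups tested was marked. The same rat had 94.1% neurons and 2.77% SGC-like cells. The cells of the 7 other rats were thinned until their median neuron held 627 UMIs, as in rat 4 after the filter, and filtered again. A median part of 0.0034965 of the gap in neuron share closed. The largest part was 0.602, in diabetic rat 2 without MA, where 221 cells fell to 114. Most others lost few cells, such as 1425 to 1408 in diabetic rat 2 with MA, while 509 of 1307 barcodes of rat 4 had under 200 genes. The thinning did not reproduce that loss, so it cannot decide whether low depth raised the neuron share. The 509 barcodes of rat 4 under 200 genes held 11298 CPM of neuron markers, against 18743 CPM in its neurons. They held 2989 CPM of glial markers, against 59893 CPM in its SGC-like cells, so they do not hold the missing glia. Other effects of low depth, dissociation or capture that lost glia, and a real difference in this rat stay open. No record of the preparation was used, and no biological explanation was tested.

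The filter of 2500 genes removed 881 neurons, which the paper therefore did not analyse. They came mostly from 4 rats: 241 from diabetic rat 2 with MA, 208 and 162 from diabetic rats 2 and 1 without MA and 123 from diabetic rat 3 with MA, and 41 and 21 from the control rats. Most fell in known classes, with 432 NP-like, 214 PEP-like, 96 C-LTMR-like, 76 TRPM8-like, 25 SOM-like and 13 MAAC-like cells, and 25 in clusters that were not named.

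The MAAC-like share of neurons, marked by Fxyd7 and Atp1b1, differed among the 4 rats with MA more than counting error allows, at 14.0% in rat 3 and 0.421% in rat 4. The tables argue against a difference in depth as the whole cause: among neurons with at least 2000 UMIs the gap was 20.312 percentage points, with 13 of 64 neurons (20.3%, 95% interval 11.3 to 32.2) in rat 3 and 0 of 44 (0 to 8.04) in rat 4. They also argue against RNA from satellite glial cells or doublets with them as the whole cause: among neurons with at most 1% of UMIs from SGC markers the gap was 14.473 points, with 14 of 94 (14.9%, 8.39 to 23.7) and 3 of 713 (0.421%, 0.0869 to 1.22). The share of rat 3 itself depended on the clustering: with called doublets removed it was 5.21% (5 of 96, 1.71 to 11.7). With caller seed 1 rat 3 had 0 MAAC-like cells, where rat 2 with MA had 26 and rat 4 had 1. Removing called doublets took rat 3 only from 319 to 315 cells, a smaller loss than that of its MAAC-like neurons. The fall therefore came in part from new cluster borders and says little about doublets. Whether doublets of neurons with each other add to the share stays open. Whether MA raises the share in every rat that has it stays open, since the 8.042% that the interval of rat 4 allows among neurons with at least 2000 UMIs lies above the 0.490% to 4.34% of the 4 rats without MA. Over all its neurons, and over those with at most 1% of UMIs from SGC markers, the interval of rat 4 (0.0869% to 1.22%) lies wholly below the shares of control rat 2 and both diabetic rats without MA (1.95% to 3.14%), which goes against such a rise. The intervals of these rats are wide: in the second set only that of diabetic rat 1 without MA (from 1.90%) lies apart. Those of control rat 2 (from 1.17%) and diabetic rat 2 without MA (from 0.502%) overlap that of rat 4. The neurons of rat 4 were also the shallowest, at a median of 627 UMIs, and neither set holds depth equal. Differences between the rats in the course of diabetes or MA, or in which neurons were recovered, were not tested.

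S100b, which SGC-like cells express strongly, was higher in MAAC-like than in PEP-like neurons. RNA from satellite glia is argued against: the lowest excess of S100b among the 4 rats was 1319.1 CPM, in diabetic rat 2 with MA, where the glial markers in the same neurons predict 126 CPM. In the other 3 rats the excess was 2130 to 4091 CPM, against at most 16.8 CPM predicted. A type of neuron that itself expresses S100b may therefore be part of the cluster, which is a hypothesis found and tested on the same cells.

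Swapping the MAAC-like and PEP-like labels within the 4 rats gives 8 distinct splits, too few for a share under 0.05. The real split called 276 genes against PEP-like and 530 against other neurons, the highest other split 0 in both, and 1 of the 8 splits, the real one, reached the real count. As the classes were clustered from these same counts, the real split was favoured in advance, so the swaps cannot test chance.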

How the results depend on the processing

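The settings with genes in at least 3 cells of the rat, with at least 15 clusters without the genes of Supplementary Table 2, and with 4 other seeds of the doublet caller were chosen only after results had been seen.

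The MAAC-like share was higher in rats with MA than in the other 4 under all alternatives that gave a value, by 0.0967 (doublets removed, caller seed 1) to 5.81 percentage points (without rat 4 with MA), with no exact p under 0.05. Without rat 3 with MA it was 1.29. Clustering without the genes of Supplementary Table 2, and doublets removed with caller seed 2, gave no MAAC-like cluster and so no value. The neuron share of cells in diabetic rats without MA against control rats went from -10.4 to 1.8478 points with no upper limit on genes. Against diabetic rats without MA, the share in rats with MA was -6.19 points and ran from -19.8 to 1.1153 when 1 rat was left out, above 0 without rat 3 with MA. Against the other 4 rats it was -11.4 and ran from -25.0 (without rat 4 with MA, exact p = 0.0286) to -4.11.

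Of the genes in neurons, 0, 1 and 1 passed for rats with MA against control, rats with MA against diabetic rats without MA, and these against control. DESeq2 gave 1, 2 and 6, no filter on low counts 91, 155 and 173, leaving out 1 rat 0 to 3, 0 to 2 and 0 to 4. In SGC-like cells, with 0, 1 and 1 in the same order, DESeq2 gave 1, 1 and 2, no filter 42, 10 and 56, leaving out 1 rat 0 to 4, 0 to 3 and 0 to 5. Where 1 rat stayed in a group, it is assumed to vary like the other groups. With RLE size factors the counts were the same.

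With the replicate number as a block, 1, 4 and 8 genes passed in neurons and 6, 4 and 14 in SGC-like cells. The log CPM minus the group mean of rats with the same number correlated at -0.183 to 0.276 over 6906 genes. Rats of different numbers correlated at -0.313 to 0.313. In a group of 2 rats these deviations mirror each other, so the values come with opposite signs and cannot decide whether the numbers pair rats.

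For MAAC-like against PEP-like neurons (276 genes), DESeq2 gave 130. Leaving out the rat as a block, which ignores the pairing of classes within rats, gave 123. No upper limit on genes gave 674, no integration 177, at least 15 clusters 88 (2 rats), 20 principal components 124 and genes in at least 3 cells of the rat 167 (2 rats). Leaving out 1 rat gave 121 (without diabetic rat 1 without MA) to 252. Against other neurons (530 genes), DESeq2 gave 344, no rat block 209 and no upper limit on genes 796. At least 15 clusters gave 159 (2 rats) and genes in at least 3 cells of the rat 193 (2 rats). Leaving out 1 rat gave 349 (without diabetic rat 2 with MA) to 440. RLE size factors gave 282 and 524, and at least 5 cells per rat and class 267 and 491. With doublets removed 112 genes were higher and 123 lower than in PEP-like neurons, and 131 higher and 264 lower than in other neurons. With no filter on low counts these were 87 and 172, and 128 and 407. Against other neurons no integration gave 159 higher and 288 lower, and 20 principal components 154 and 264. For the genes named, 547 values against PEP-like neurons kept direction and side of the threshold, 30 no longer passed, 9 passed newly and 6 reversed, and against other neurons 625, 66, 16 and 9. The MAAC-like cluster held 106 cells, 98 with doublets removed, 49, 0, 82 and 113 with 4 other seeds of the doublet caller, and 63 to 73 in the other settings that change cells or clusters, and the cause of each change was not tested.

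Against PEP-like neurons, Gap43 reversed to 0.698 with no upper limit on genes, 0.667 with no integration, 0.6666 at 15 clusters, 0.685 with 20 principal components and 0.640 with genes in at least 3 cells of the rat. All 5 of these values passed, at adjusted p values of 9.0e-05 to 0.0455 (edgeR), where the main value of -0.16 did not. Scg2 reversed to 0.0373 at 15 clusters. Against other neurons, Calca reversed to 0.168 with no integration and 0.0534 with 20 principal components, and Adgrg2 to -0.874 with no upper limit. For Baiap2l1 the value was -0.197 with no upper limit, -7.21 (standard error 3.46) at 15 clusters and -7.24 with genes in at least 3 cells, and for Klhdc8b -0.774, -1.53 (standard error 1.63) and -1.59 in the same settings. None of these 6 values of Baiap2l1 and Klhdc8b had an adjusted p under 0.05, so the direction of these 2 genes was unsure.

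The mean lead of PEP-like neurons in correlation within rats, 0.0309 over 4 rats, reversed to -0.0205 on log mean CPM (4 rats). It was 0.0795 at 15 clusters (2 rats) and otherwise 0.00081 (Spearman, 4 rats) to 0.0750 (genes in at least 3 cells, 2 rats). Over the pooled cells the lead was 0.0204 in the main setting, 0.0814 on log mean CPM, 0.0764 with Spearman's rho and -0.000219 with no integration. It was 0.0479 at 15 clusters, 0.0476 with 20 principal components, 0.0414 with genes in at least 3 cells and 0.00466 over all genes with a UMI in at least 1% of neurons. No gene list passed with an estimated correlation, and 24 list tests passed with the preset correlation of 0.01.

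Depth limits what the comparisons can see: in neurons the UMI sums per rat were 326084 to 1850495, and changes of 2-fold between groups of rats were mostly missed in simulated data.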

Differences from the paper's values

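The settings with genes in at least 3 cells of the rat and with 4 other seeds of the doublet caller were chosen only after the paper's cell numbers had been seen beside these.

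The paper counts 5 MAAC neurons in control rats, and here 23 MAAC-like neurons were found. Of the alternatives set before the data were examined, the numbers no longer differ with no upper limit on genes (7), at least 15 clusters (7) and 20 principal components (6), and still do with doublets removed (21) and no integration (2). The number with doublets removed depended on the seed of the doublet caller, with 7, 0, 9 and 23 under 4 other seeds. With genes in at least 3 cells of the rat, chosen after seeing the values, the filter kept 6693 cells, the number of the paper, of which 2543, 1192 and 2958 came from the 3 groups as in the paper. The main filter kept 6698.

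For log2 fold changes over cells, MAAC-like against other neurons, the paper took cells as replicates, and its limit for listed genes is not a limit used here. For Atp1b1, a sodium pump subunit, the paper gives 2.09 and here it was 3.67. The values still differ with doublets removed (3.55) and no longer with no upper limit (2.80), no integration (2.84), at least 15 clusters (2.92) and 20 principal components (2.94). For Ifitm2 the paper gives 1.56 and here it was 0.706, and all 5 alternatives still differ (0.578 to 1.18). For Nefl, the neurofilament light chain, the paper gives 1.34 and here it was 2.07, and all 5 still differ (1.87 to 1.99). Values said to differ lie further from the paper's than the SD over 4 rats in the main setting, and the others closer. This SD was 1.31 for Atp1b1, 0.182 for Ifitm2 and 0.225 for Nefl.

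For the correlation of MAAC with NP neurons the paper shows about 0.67 in Fig. 3A, read by eye, and here it was 0.821. With C-LTMR neurons it shows about 0.62 in Fig. 3A, read by eye, and here it was 0.808. With TRPM8 neurons it shows about 0.75 in Fig. 3A, read by eye, and here it was 0.853, where only 1 rat had enough cells for a value of its own, 0.769 (0.755 at 15 clusters and 0.753 with 20 principal components). None of the alternatives removes these 3 differences over the pooled cells. With SOM neurons it shows about 0.69 in Fig. 3A, read by eye, and here it was 0.808. This value no longer differs with Spearman's rho (0.703) or log mean CPM (0.711), and does under the others.

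The paper lists Fxyd1 and Atp2b4 among genes raised in MAAC. Over cells, as the paper has it, both were higher here too: Fxyd1 0.253 against 0.339 and Atp2b4 0.136 against 0.368 (0.456 and 0.373 at 15 clusters). The gaps were within the SD over 4 rats, 0.653 and 0.438, which is wide. Atp2b4 lay below 0.255, the smallest value the paper lists. Fxyd1 was higher in 1 of 4 rats and Atp2b4 in 2 of 4. Over rats Fxyd1 was at a log2 fold change of 0.06 (adjusted p = 0.969, edgeR), and Atp2b4 had a UMI in 3.00% of thinned MAAC-like and 27.9% of thinned TRPM8-like neurons, while Fxyd7 and Atp1b1 of the same statement were higher here too.

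The paper gives Fosb, Cebpd, Fosl1, Junb and Ddit3 broad patterns and places them mainly in PEP and MAAC. Among all named classes Fosb, Cebpd, Fosl1 and Junb were most frequent in a glial or endothelial class, and Ddit3 was in 51.9% of MAAC-like, 45.5% of SGC-like and 54.3% of the 35 PSGC-like cells. Among named neuron classes thinned to 1000 UMIs, Cebpd was most frequent in MAAC-like (6.00%) and PEP-like cells (3.34%), as the paper has it. Ddit3 was in 19.0% of MAAC-like, 17.0% of NP-like and 12.3% of PEP-like cells, Fosb in 4.92% of TRPM8-like and 4.00% of MAAC-like cells, Junb in 9.84% and 3.00% of the same, and Fosl1 in 0 of 106 MAAC-like cells before thinning.

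The paper names VSMC as a class of its own, and here genes of smooth muscle such as Acta2 lay in 1 cluster with the fibroblast genes Dcn and Col1a1.

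Of the 123 genes of Supplementary Table 2, 115 were higher over MAAC-like cells here, and 8 were lower, among them Cd9, Calca (0.362 and so higher at 15 clusters) and Bdnf. These counts pool the rats: among the 115, Pmp2 and F12 were higher in 0 of 4 rats, and Fxyd7 and Atp1b1 in 4 of 4. The paper's text gives a larger number of such genes than its table holds.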

Other observations

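Single genes of the respiratory chain were higher in MAAC-like neurons than in other neurons of the same rats, and single genes of cholesterol synthesis, nerve injury and the other nociceptor classes lower, but no gene list passed with an estimated correlation. Between groups of rats, 1 gene passed edgeR with low counts filtered and no replicate block. AC127784.2, for which the tables give no other name, was nearly absent from the neurons of both diabetic rats without MA, at 0.302 ± 0.427 CPM (SD, n = 2), against 103 ± 13.5 CPM in control rats (n = 2) and 92.0 ± 33.3 CPM in rats with MA (n = 4). SGC-like cells of the same rats had 0.635 ± 0.898, 86.8 ± 14.7 and 75.0 ± 14.7 CPM.

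With 1 UMI in the neurons of the diabetic rats without MA, AC127784.2 was 218-fold higher in control rats (exact 95% counting interval 38.8 to 8638; adjusted p = 0.0117, edgeR) and 234-fold higher in rats with MA (41.7 to 9273; adjusted p = 0.0107), higher in every rat of both groups. With 1 UMI in SGC-like cells it was 87.2-fold (15.4 to 3467; adjusted p = 0.00407) and 92.2-fold higher (16.4 to 3652; adjusted p = 0.00430). It was the only gene that passed edgeR in these comparisons with all 8 rats, low counts filtered and no replicate block. Without diabetic rat 1 without MA no gene passed edgeR in either cell type, and without rat 3 with MA none passed in neurons of rats with MA against diabetic rats without MA. Another gene, ENSRNOG00000024309, parted the rats along another line: its neuron level was 0 CPM in both diabetic rats without MA and in rats 3 and 4 with MA, and 569 to 976 CPM in the other 4. Batch or strain differences between the rats were not tested and stay open for AC127784.2 as well. No gene passed for rats with MA against control rats, with 198 genes at an unadjusted p under 0.05 in neurons (116 with DESeq2, 1 adjusted) and 330 in SGC-like cells (144 with DESeq2, 1 adjusted). For rats with MA against diabetic rats without MA the unadjusted numbers were 235 and 244, and for these against control rats 288 and 332.

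Of 30 nuclear genes of oxidative phosphorylation, 12 were higher in MAAC-like than in other neurons and none lower, all 30 in the same direction (13 when adjusted over the list alone; adjusted p = 0.134 with an estimated correlation), among them Cox5a (1.12 on the log2 scale), Cox7b (0.94) and Ndufa4 (0.61). Against PEP-like neurons 9 were higher (12 over the list alone, adjusted p = 0.398 with an estimated correlation). Mitochondrially encoded genes did not go the same way: 1 of 12 was lower than in other neurons (0 over the list alone, adjusted p = 0.998 with an estimated correlation) and 2 of 11 higher than in PEP-like neurons (adjusted p = 0.528 with an estimated correlation). Of glycolysis genes, Ldhb alone passed, at 1.82 against other neurons and 1.77 against PEP-like neurons (1 of 14 and 1 of 11; adjusted p = 0.275 and 0.528 with an estimated correlation).

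Of 11 cholesterol synthesis genes, 5 were lower than in other neurons, among them Hmgcs1 (-1.02) and Fdps (-0.90), and all 11 had that direction (9 over the list alone, adjusted p = 0.332 with an estimated correlation). Against PEP-like neurons 1 of 8, Fdps (-1.01), was lower (adjusted p = 0.517 with an estimated correlation). Of 8 nerve injury genes, 4 were lower than in other neurons, among them the injury factor Atf3 (-1.81) (2 higher and 5 lower over the list alone, adjusted p = 0.275 with an estimated correlation), and against PEP-like neurons 3 of 5 were lower (adjusted p = 0.477 with an estimated correlation). Against PEP-like neurons 3 of 10 immediate early genes were lower (1 higher and 5 lower over the list alone, adjusted p = 0.398 with an estimated correlation).

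Of 12 heat shock genes, 1 was higher than in other neurons, Hspb1, and 2 lower (adjusted p = 0.842 with an estimated correlation, a test pointing up while the mean change points down). Against PEP-like neurons 1 of 10 was lower (2 over the list alone, adjusted p = 0.989 with an estimated correlation). Of 4 interferon genes 2 were lower than in other neurons (adjusted p = 0.406 with an estimated correlation), and Ifi27, the only one measured against PEP-like neurons, was lower (adjusted p = 0.477 with an estimated correlation). Of 4 MHC genes, B2m (-0.81) was lower than in other neurons (3 over the list alone, adjusted p = 0.275 with an estimated correlation) and none passed against PEP-like neurons (adjusted p = 0.986 with an estimated correlation). Of 7 genes of satellite glial activation 2 were higher and 4 lower than in other neurons (adjusted p = 0.660 with an estimated correlation), and of 6 against PEP-like neurons 2 were higher and 1 lower (adjusted p = 0.989 with an estimated correlation). The myelin gene Pmp22, also the only Schwann marker measured, was higher in both (adjusted p = 0.478 and 0.477 with an estimated correlation as a myelin gene), and the haemoglobin genes Hba-a2 and Hbb, also the only erythrocyte markers measured, were lower than in other neurons (adjusted p = 0.275 with an estimated correlation).

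Among marker lists against other neurons, all 4 NP markers measured were lower, among them P2rx3 (-1.92) and Cd55 (-1.89), as were 6 of 7 PEP markers and all 4 genes of unmyelinated peptidergic neurons (adjusted p = 0.275, 0.275 and 0.253 with an estimated correlation). The marker lists were also used to name the classes, so these falls are not independent of the naming. Of the pain genes 4 of 4 were lower (adjusted p = 0.264 with an estimated correlation), of 11 nociceptor channels 2 were higher and 4 lower (adjusted p = 0.530 with an estimated correlation, with median and mean of opposite sign), and of 14 neuropeptide genes 5 higher and 8 lower (adjusted p = 0.700 with an estimated correlation). Sst, the only SOM marker measured, fell by 3.87 (adjusted p = 0.277 with an estimated correlation). Of 4 markers of low-threshold mechanoreceptors and proprioceptors 2 were higher, Nefh and Piezo2 (1.03), of 10 neuron markers 3 were higher and 1 lower, of 4 SGC markers 2 were lower and of 3 TRPM8 markers 2 were lower (adjusted p = 0.275, 0.275, 0.466 and 0.302 with an estimated correlation). The C-LTMR marker Exoc1l did not pass in either comparison. Of the genes of Supplementary Table 2, 23 of 70 were higher and 7 lower than in PEP-like neurons (27 and 11 over the list alone, adjusted p = 0.398 with an estimated correlation).

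Between groups of rats no list passed in neurons (40 lists per comparison) or SGC-like cells (39 lists), with smallest adjusted p values of 0.988, 0.941 and 0.948 in neurons and 0.998, 0.773 and 0.908 in SGC-like cells for rats with MA against control, rats with MA against diabetic rats without MA, and these against control. Of immediate early genes in SGC-like cells, 18 of 22 were higher in rats with MA than in diabetic rats without MA and 19 of 22 lower in these than in control rats, none of them past the threshold. Adjusted over their lists alone, Lyz2 was lower in neurons and SGC-like cells of diabetic rats without MA than of control rats, and in SGC-like cells of rats with MA Ina and Scn9a were lower and the heat shock gene Bag3 higher than in diabetic rats without MA.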
